# Transcriptional profiling of embryos lacking the lipoprotein receptor SR-B1 reveals a regulatory circuit governing a neurodevelopmental or metabolic decision during neural tube closure

**DOI:** 10.1186/s12864-018-5110-2

**Published:** 2018-10-05

**Authors:** Nicolás Santander, Carlos Lizama, Leandro Murgas, Sebastián Contreras, Alberto J. M. Martin, Paz Molina, Alonso Quiroz, Katherine Rivera, Francisca Salas-Pérez, Alejandro Godoy, Attilio Rigotti, Dolores Busso

**Keywords:** SR-B1, Neural tube defects, RNA-Seq, Androgen receptor, Gene expression

## Abstract

**Background:**

The high-density lipoprotein receptor SR-B1 mediates cellular uptake of several lipid species, including cholesterol and vitamin E. During early mouse development, SR-B1 is located in the maternal-fetal interface, where it facilitates vitamin E transport towards the embryo. Consequently, mouse embryos lacking SR-B1 are vitamin E-deficient, and around half of them fail to close the neural tube and show cephalic neural tube defects (NTD). Here, we used transcriptomic profiling to identify the molecular determinants of this phenotypic difference between SR-B1 deficient embryos with normal morphology or with NTD.

**Results:**

We used RNA-Seq to compare the transcriptomic profile of three groups of embryos retrieved from SR-B1 heterozygous intercrosses: wild-type E9.5 embryos (WT), embryos lacking SR-B1 that are morphologically normal, without NTD (KO-N) and SR-B1 deficient embryos with this defect (KO-NTD). We identified over 1000 differentially expressed genes: down-regulated genes in KO-NTD embryos were enriched for functions associated to neural development, while up-regulated genes in KO-NTD embryos were enriched for functions related to lipid metabolism. Feeding pregnant dams a vitamin E-enriched diet, which prevents NTD in SR-B1 KO embryos, resulted in mRNA levels for those differentially expressed genes that were more similar to KO-N than to KO-NTD embryos. We used gene regulatory network analysis to identify putative transcriptional regulators driving the different embryonic expression profiles, and identified a regulatory circuit controlled by the androgen receptor that may contribute to this dichotomous expression profile in SR-B1 embryos. Supporting this possibility, the expression level of the androgen receptor correlated strongly with the expression of several genes involved in neural development and lipid metabolism.

**Conclusions:**

Our analysis shows that normal and defective embryos lacking SR-B1 have divergent expression profiles, explained by a defined set of transcription factors that may explain their divergent phenotype. We propose that distinct expression profiles may be relevant during early development to support embryonic nutrition and neural tube closure.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5110-2) contains supplementary material, which is available to authorized users.

## Background

The Scavenger Receptor class B type 1 (SR-B1) is a multiligand receptor that binds several classes of lipoproteins. It acts as the major receptor for high density lipoproteins (HDL) in the adult mouse [1]. SR-B1 binds HDL with high affinity and mediates selective, non-endocytic uptake as well as efflux of lipids by cells [2]. This receptor plays a key role in regulating circulating cholesterol levels because it is responsible for the clearance of plasma cholesterol in the liver for its excretion in bile [3]. In steroidogenic cells, such as adrenocortical cells and ovarian granulosa cells, SR-BI mediates the uptake of HDL-cholesteryl esters to be used a substrate for steroid hormone synthesis [4, 5]. Additionally, SR-B1 mediates the transport of other classes of lipids, including the lipophilic vitamins A, D, and E [6–9].

Besides its role in cholesterol homeostasis in adult animals, SR-B1 is involved in early development. Nearly 20 years ago, during the generation of SR-B1 knock out (KO) mice via heterozygous intercrosses, the proportion of weaned homozygous null mice was half that expected by the Mendelian ratio [10]. More recently, we identified the cause of this alteration to be neonatal lethality resultant of neural tube defects (NTD). Between 35 and 50% of SR-B1 KO mouse embryos analyzed in different cohorts failed to close their neural tube in the cranial region, and exhibited exencephaly, a congenital malformation that leads to perinatal death [11, 12]. Despite the striking embryonic phenotype observed in SR-B1 KO embryos, SR-B1 protein is not present in the embryo itself during neural tube closure. Instead, SR-B1 is localized in trophoblast giant cells [11, 13] surrounding the entire conceptus, that mediate the first step in maternal-fetal nutrient transport. Consistent with SR-B1 localization in cells mediating nutrient uptake, SR-B1 KO embryos show severe vitamin E deficiency [12]. Interestingly, maternal dietary supplementation with vitamin E completely rescues the NTD phenotype in KO embryos [12], underscoring the relevance of this vitamin in neural tube closure in this model.

Despite the biochemical insights described above, there is no information regarding the molecular determinants of NTD in SR-B1 KO embryos. In this work, we sought to identify molecular pathways that contribute to the phenotypic differences in normal vs. NTD SR-B1 KO embryos, and to analyze the effect of vitamin E on those pathways. We used transcriptional profiling by RNA-Seq in wild-type (WT), SR-B1 KO morphologically normal embryos (KO-N) and SR-B1 KO embryos with NTD (KO-NTD) to isolate specific genes and assign potential biological processes that may be altered in KO-NTD embryos. We also studied whether maternal vitamin E supplementation may prevent NTD by protecting embryos from aberrant gene expression. Using gene regulatory networks centered on the differentially expressed genes in KO-N and KO-NTD embryos, we uncovered a new regulatory circuit that may modulate neural tube closure in SR-B1 KO embryos. Our studies revealed a molecular basis to understand NTD generation in SR-B1 KO embryos, and provide new important insights that contribute to the understanding of NTD.

## Results

### Overall analyses of sequencing data in SR-B1 KO versus wild-type embryos

To investigate the potential molecular mechanisms underlying impaired neural tube closure in SR-B1 KO embryos, we performed an unbiased gene expression analysis by massive mRNA sequencing in E9.5 WT embryos and SR-B1 KO embryo with the two distinct phenotypes: KO-N and KO-NTD, retrieved from SR-B1 heterozygous intercrosses. 

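The deleted gene, *Scarb1* (chromosome 5, 125277087 to 125341094 of mm10), was measured at 17.1 FPKM in WT embryos, 3.34 FPKM in KO-N embryos (the authors' confidence bounds 2.52 to 4.16) and 3.12 FPKM in KO-NTD embryos (2.36 to 3.89). This is a log2 fold change against WT of -2.32 in KO-N and -2.41 in KO-NTD embryos, with q = 0.00831 and q = 0.00207 in the authors' deposited tables. FPKM are fragments per kilobase of transcript, scaled to the number of mapped fragments. The RNA came from 3 WT, 3 KO-N and 3 KO-NTD samples at E9.5, each a pool of 3 whole embryos that the paper describes as female. All 4 Y-linked genes examined were measured above 0, *Ddx3y* at 5.80, *Uty* at 3.69, *Kdm5d* at 3.93 and *Eif2s3y* at 10.5 FPKM in WT embryos. In KO-N embryos they were at 3.17, 1.75, 1.58 and 5.69 FPKM in the same order, and each was called lower than in WT embryos in both KO groups in the authors' deposited tables. *Xist*, the transcript of the inactive X chromosome, was at 58.3 FPKM in WT, 73.8 in KO-N and 83.7 in KO-NTD embryos. It was called higher in KO-NTD than in WT embryos in the authors' deposited table, and was not called between KO-N and WT.

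The paper's Table S1 gives 43471850 to 45489387 reads per WT sample (median 44862107), 40884082 to 46418607 per KO-N sample (median 43663253) and 40099540 to 42123725 per KO-NTD sample (median 41455587). The authors mapped the single-end reads to mm10 with TopHat2 0.7 and estimated FPKM and its confidence bounds with Cufflinks 2.2.1. The values used here are the authors' single FPKM value per group, so the spread between the 3 pools of a group cannot be seen and no test between pools was run. A gene is called changed where its q is at most 0.05 in the authors' deposited tables. Fold changes were computed from the group values as log2(FPKM + 0.1), which understates the change of genes with low values. Their 95% intervals were built from the authors' confidence bounds with the same 0.1 added, which narrows those of genes with low values. At 1 FPKM or more, the median half-width of these bounds was 17.6% of the value in KO-NTD and 17.9% in KO-N embryos. WT values are given for genes called in a comparison with WT, since the table of all genes holds the KO-NTD and KO-N groups and a column headed Control whose values differ from WT. For gene lists, the median log2 fold change of KO-NTD over KO-N embryos is given with its percentile among 10000 random lists of the same size and expression. The values in the paper's table of differentially expressed genes had been seen when the lists were written, so counts and percentiles of lists describe these groups and are not tests.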

To minimize variability among samples, we used pools of 3 female embryos for RNA extraction. We decided using only female embryos to avoid detecting the differential expression of genes in sex chromosomes (and potentially their downstream genes), that may result from using pools of male and female embryos. In each sample, we obtained over 40 million reads, representing over 2 Gbases sequenced with a mean quality score of 39.7 (Additional file 1: Table S1).

Using the sequencing data, we performed differential gene expression analysis by the following pairwise comparisons: 1) WT vs. KO-N, 2) WT vs. KO-NTD and 3) KO-N vs. KO-NTD. 

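Genes of neurons, of neural progenitors, of the visceral endoderm (the epithelium of the yolk sac) and of primitive red blood cells were often among those called in the authors' deposited tables. Of 30 neuronal genes, 26 were called in at least 1 of the 3 comparisons. So were 16 of 20 neural progenitor genes, 29 of 32 visceral endoderm genes outside the paper's lipid transport genes and 15 of 21 primitive erythroid genes measured. Fewer were called among 21 genes of folate and one-carbon metabolism (1) and 22 antioxidant genes (2). Over all genes, the authors' deposited tables hold 1044 genes with q of at most 0.05 in at least 1 comparison and 41 with it in all 3.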

We identified over 1,000 genes showing differential expression in at least one of the comparisons (Fig. 1a and Additional file 2). 

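In KO-NTD embryos, the genes with the largest fold changes against WT included the imprinted gene *Phlda2*, at 40.1 against 16.4 FPKM (log2 fold change 1.28), and the fibrinogen gene *Fgg* (1.07). The red cell and liver pyruvate kinase gene *Pklr* (-2.80), *Wfdc1* (-2.06), the red cell gene *Rhag* (-1.50) and the lens transcription factor gene *Foxe3* (-1.42) were among the most reduced. Against KO-N embryos, the glucose transporter gene *Slc2a2* was at 1.94 against 0.0887 FPKM, a log2 fold change of 3.43 (95% interval 2.69 to 4.17). *Spp2* differed by 2.90 (95% interval 1.88 to 3.92), and both are expressed in the visceral endoderm. The transcription factor genes *Lhx9* (-1.39) and *Hoxd11* (-1.31) were among the most reduced.

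In the authors' deposited tables, 789 genes were called between KO-NTD and WT embryos, 367 higher and 422 lower in KO-NTD. Between KO-NTD and KO-N embryos, 631 genes had q of at most 0.05 in the authors' deposited table, 270 higher and 361 lower in KO-NTD. That table holds 780 genes, all marked significant, of which 149 have q above 0.05 and were not counted as called. In the authors' deposited table of KO-N against WT, 128 genes were called.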

The number of differentially expressed genes in WT vs. KO-NTD and KO-N vs. KO-NTD was higher than in WT vs. KO-N. This suggests that, among the three groups, KO-NTD embryos are the most different. To test this objectively, we analyzed the data using hierarchical clustering and principal component analysis (Fig. 1b-c). These analyses show that the samples within each group tend to cluster together, and that WT and KO-N groups are closer from each other than to the KO-NTD group. 

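Of the 3 columns in the table of all genes, KO-NTD and KO-N embryos were the farthest apart by root mean square difference. Over the 13569 genes with a mean of at least 0.5 FPKM in the KO groups, the root mean square difference in log2(FPKM + 0.1) was 0.772 between KO-NTD and KO-N. It was 0.675 between KO-NTD and the column headed Control, and 0.557 between KO-N and that column. Of 104 genes called between KO-N and WT at a mean of at least 1 FPKM, 94 have a Control value between the WT and KO-N values in the authors' deposited tables, which brings that column closer to KO-N than WT is, so its distances do not stand for those of WT. Genes at 0 in 1 column weigh heavily in these values. Over the 13434 genes above 0 in every column, the differences were 0.256, 0.223 and 0.174 in the same order, a setting chosen after the data were seen. Spearman's rho across genes, which are not independent replicates, was 0.971, 0.977 and 0.985 over all 13569 genes. Over the 13434 genes it was 0.995, 0.996 and 0.998. The median absolute difference over all 13569 genes did not separate the KO-NTD pairs. It was 0.0853 for KO-NTD and KO-N, 0.0893 for KO-NTD and Control, and 0.0569 for KO-N and Control. With 1 value per group, clustering and principal components of the single samples were not repeated.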

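*Trib3*, a pseudokinase gene induced by the stress transcription factor ATF4, was at 3.09 FPKM in KO-N and 0.814 FPKM in WT embryos, a log2 fold change of 1.81 (q = 0.00831 in the authors' deposited table). The p53 target genes *Ccng1* (0.92), *Eda2r* (0.86), *Cdkn1a* (0.78) and *Phlda3* (0.78) were higher as well. The transferrin receptor gene *Tfrc* was at 150 against 77.4 FPKM (0.96). Lower in KO-N embryos were, besides the deleted gene, *Pklr* (-2.16) and *Slc2a2* (-2.81). Of 29 p53 target genes, 4 were called higher and 0 lower in KO-N than in WT embryos in the authors' deposited table. The 4 Y-linked genes had lower values, and the log2 fold changes of *Ddx3y* and *Kdm5d* were -0.85 and -1.26.

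The authors' deposited table of this comparison holds 43 genes higher and 85 genes lower in KO-N embryos. Their median absolute log2 fold change was 0.81 in the authors' deposited table, and 44 of them differed by at least 2-fold.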

Despite their similarity, WT and KO-N samples cluster separately and have 129 differentially expressed genes. These initial analyses showed that most of the differentially expressed genes are associated to the neural phenotype, since KO-NTD embryos have the most differentially expressed genes compared to WT and KO-N embryos.

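Most genes called in KO-NTD embryos against both other groups moved the same way against each. In the authors' deposited tables, 170 genes were higher in KO-NTD than in both WT and KO-N embryos and 231 were lower than in both. For 1 gene the directions were opposite. *Tmprss2*, which encodes a membrane serine protease, is one of the genes higher in both comparisons, at 5.73 FPKM in KO-NTD, 2.59 in KO-N and 3.56 in WT embryos. The sugar transporter genes *Slc2a3* and *Slc2a1* were also higher in both, by 0.68 and 0.38 on the log2 scale against KO-N and by 0.53 and 0.37 against WT. The fetal lipid-binding protein gene *Fabp7* was lower in both (-0.91 and -0.99). By contrast, 22 genes were higher and 27 were lower than in WT embryos in both KO groups in the authors' deposited tables.

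Both comparisons share the KO-NTD libraries, so some overlap arises without any effect. Lists of these sizes drawn independently would share 7.30 higher and 11.2 lower genes. Simulated groups without any difference shared on average 0.960 higher and 0.855 lower genes, and at most 5, in 200 simulations. These simulations took genes as independent and the authors' p-values as exact. In the data, 174 genes called against WT and 99 called against KO-N have a test value under 1.96. The simulations therefore do not show how much overlap would arise in these data without an effect. Part of the overlap may come from the shared libraries, which cannot be split here. From the numbers of genes that differ in each comparison, highest where KO-NTD embryos are compared with WT and KO-N embryos, the paper concludes that most of the differential expression goes with the neural phenotype.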

**Fig. 1:**
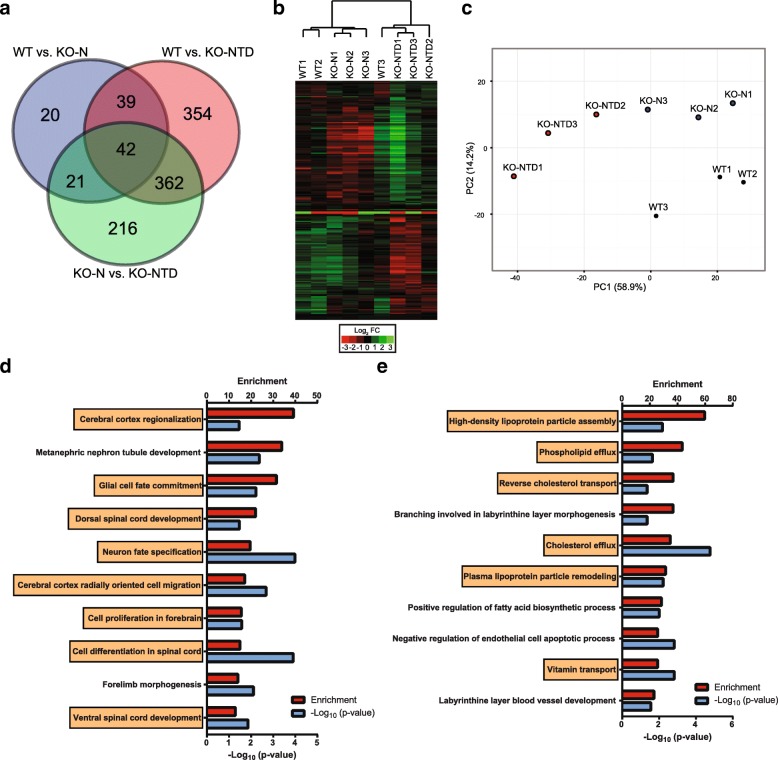
Divergent transcriptional profiles SR-B1 KO and wild-type embryos. **a**. Differentially expressed genes in each group of embryos are shown in a Venn diagram. **b**. Single genes with differential expression of over 2-fold were used to cluster samples hierarchically. The heatmap shows the fold change of the relative expression levels of each gene relative to the grand mean. **c**. Principal component analysis of each sample using all the differentially expressed genes. Percentage of the total variance explained by each principal component (PC) is shown in brackets. **d**. Gene set enrichment analysis of genes underexpressed in KO-NTD embryos compared to both WT and KO-N embryos. Processes related to neural development are shown in orange boxes. **e**. Enrichment analysis of genes overexpressed in KO-NTD embryos compared to WT and KO-N embryos. Processes involved in lipid metabolism are highlighted in orange boxes

### Functional categories of differentially expressed genes in SR-B1 KO versus wild-type embryos

To identify possible biological processes impaired in KO-NTD embryos that may contribute to their phenotype, we used enrichment analyses to associate differentially downregulated or upregulated genes in KO-NTD with functional categories likely to be impaired, or enhanced, respectively.

The list of genes that were downregulated in KO-NTD compared to WT and KO-N was enriched in genes with neurodevelopmental functions (Fig. 1d and Additional file 1 : Table S2): eight out of the ten top enriched Gene Ontology terms were related to neural development. Thus, a reduced expression in this subset of genes may contribute to the etiology of NTD in this mouse model.

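Of 30 neuronal differentiation genes, 22 were called lower in KO-NTD than in WT and 24 lower than in KO-N embryos in the authors' deposited tables, 21 of them in both, while 1 was higher and 5 were not called against KO-N. *Nhlh1*, a transcription factor gene of young neurons, was at 0.531 FPKM in KO-NTD and 1.61 FPKM in KO-N embryos, a log2 fold change of -1.44 (95% interval -2.05 to -0.83). *Elavl3*, which encodes a neuronal RNA-binding protein, differed by -1.35 (95% interval -1.77 to -0.93), *Neurod4* by -1.27 (95% interval -1.87 to -0.67) and *Dcx*, a microtubule-associated protein gene of migrating neurons, by -1.18 (95% interval -1.70 to -0.67). Of 20 neural progenitor genes, 13 were called lower and 0 higher than in KO-N embryos, and 7 were not called, in the authors' deposited table. With an absolute log2 fold change of at least 0.4, 8 were called lower in the authors' deposited table. Among them *Pou3f3* differed by -1.18, *Zic1* by -0.86 and *Sox2* by -0.43.

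Of 20 forebrain genes, 6 were called lower than in KO-N and 10 lower than in WT embryos in the authors' deposited tables, and 14 were not called against KO-N. The authors' deposited tables call 8 and 10 of 20 dorsal neural tube genes lower, among them *Neurog1* (-1.04) and *Olig3* (-0.74), and 1 higher than in WT (0 with an absolute log2 fold change of at least 0.4), with 12 not called against KO-N. Of 15 ventral neural tube genes, 3 were called lower in each comparison and 12 not called against KO-N in the authors' deposited tables, including *Olig2* (-0.87) and *Dbx1* (-0.81). Of 22 genes of the neural crest and craniofacial mesenchyme, 8 were called lower than in KO-N and 8 lower than in WT embryos in the authors' deposited tables, and 1 was higher than in WT (0 with an absolute log2 fold change of at least 0.4), while 14 were not called against KO-N. The median log2 fold change of KO-NTD over KO-N embryos was -0.66 for the neuronal, -0.38 for the neural progenitor, -0.38 for the forebrain, -0.27 for the dorsal and -0.24 for the neural crest genes, each at percentile 0 of random lists. It was -0.11 for the ventral genes, at percentile 5.5 (with genes of at least 1 FPKM, -0.22 at percentile 0.09). The 10 reference genes had a median of 0.01.

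**Figure D1:**
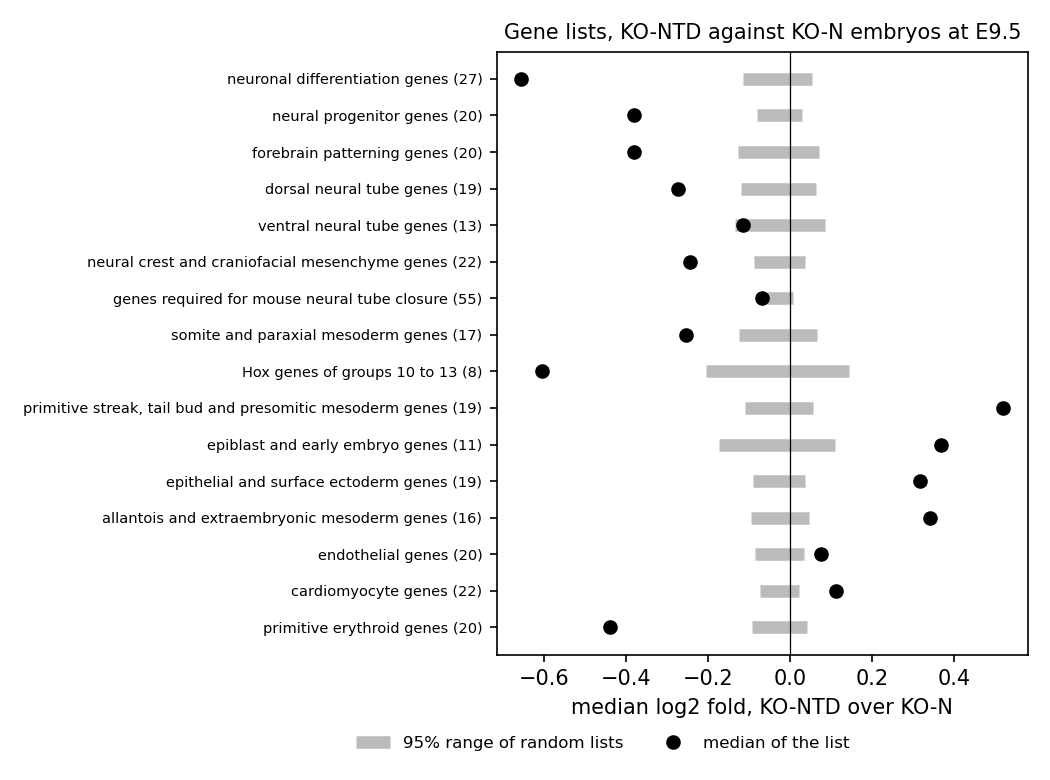
Median log2 fold change of KO-NTD over KO-N embryos for 16 gene lists, with the number of genes kept in parentheses. Points are the medians and grey bars hold 95% of 10000 random lists of the same size and expression. The neuronal genes lie at -0.66, below their bar, and the genes of the primitive streak, tail bud and presomitic mesoderm lie above theirs.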

The genes overexpressed in KO-NTD embryos were enriched in functions involved in nutrient transport and metabolism, as well as blood vessel development (Fig. 1e and Additional file 1: Table S3). 

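The lists of visceral endoderm genes had the largest median differences between KO-NTD and KO-N embryos among the lists used that were not taken from the paper. Of 14 visceral endoderm genes of lipoprotein assembly and endocytosis, 12 were called higher than in KO-N and 10 higher than in WT embryos in the authors' deposited tables, with a median log2 fold change over KO-N of 2.46. Of these 14 genes, 12 were also picked by the study on these samples, so the list is not independent. Of 32 visceral endoderm genes outside the paper's lipid transport genes, 27 were called higher and 0 lower than in KO-N embryos, and 26 higher than in WT, in the authors' deposited tables. Their median log2 fold change over KO-N was 1.66. The folate receptor gene *Folr1* was at 2.72 FPKM in KO-NTD and 1.02 FPKM in KO-N embryos (1.33, 95% interval 0.64 to 2.02). Of 21 genes of folate and one-carbon metabolism, 1 was called higher than in KO-N embryos in the authors' deposited table. In WT embryos *Folr1* was at 1.92 FPKM. It was called lower in KO-N than in WT embryos and was not called between KO-NTD and WT.

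Of 20 endothelial genes, 3 were called higher than in KO-N and 4 higher than in WT embryos in the authors' deposited tables, and 17 were not called against KO-N. With an absolute log2 fold change of at least 0.4, 1 and 1 were called higher in the authors' deposited tables. *Etv2*, a transcription factor gene of the earliest endothelium, was at 4.85 against 2.34 FPKM (1.02, 95% interval 0.47 to 1.58). The angiopoietin receptor gene *Tek* differed by 0.34 and the VEGF receptor gene *Kdr* by 0.29. The median of the endothelial genes was 0.08, at percentile 99.9 of random lists. Of 21 primitive erythroid genes measured, 13 were called lower than in KO-N and 15 lower than in WT embryos in the authors' deposited tables. Their median was -0.44, and the embryonic globin gene *Hbb-y* was at 843 FPKM in KO-NTD, 1655 in KO-N and 1956 in WT embryos.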

Among the ten most enriched Gene Ontology terms in this gene set, six corresponded to lipid and vitamin transport processes. This transcriptional signature may represent an attempt from SR-B1 KO embryos to increase the uptake of vitamins and other lipids in order to compensate for inefficient lipid transport due to SR-B1 deficiency, as observed for vitamin E [12].

### Identification of candidate genes responsible for the different phenotypes in KO embryos

Using the information obtained from the enrichment analyses on functional categories altered in KO-NTD embryos, we prepared complete lists of all the genes involved in specific biological processes of our interest, and compared them to the lists of down- or upregulated genes in KO-NTD vs KO-N and WT embryos. The aim of this strategy was to identify pathways that may be key determinants of neural tube closure success in SR-B1 KO embryos.

First, among genes that were downregulated in KO-NTD embryos, we sought to analyze those previously associated to neural tube closure. We used a list of genes whose inactivation has been associated with NTD in mice (https://figshare.com/articles/Genes_NTD_wiki_txt/7139354) that is maintained and curated by Dr. Lee Niswander’s group (see Methods for further information). Four genes downregulated in KO-NTD embryos -compared to WT and KO-N embryos- were found in the list of genes associated with NTD (Fig. 2a, b): ALX homeobox 3 (*Alx3*), myristoylated alanine-rich C kinase substrate (*Marcks*), neurogenin 2 (*Neurog2*), and paired box 3 (*Pax3*). Furthermore, ALX homeobox 1 (*Alx1*) was downregulated in KO-NTD embryos compared to KO-N embryos. 

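*Neurog2* (chromosome 3, 127633145 to 127635631 of mm10) was at 2.96 FPKM in KO-NTD, 5.10 in KO-N and 5.33 in WT embryos. This is a log2 fold change of -0.76 against KO-N (95% interval -1.19 to -0.34) and of -0.82 against WT, with q = 0.00235 and q = 0.00207 in the authors' deposited tables. *Marcks* (chromosome 10, 37133243 to 37138926), which was expressed at a much higher level, was at 205, 285 and 262 FPKM in the same order. Its log2 fold change was -0.48 against KO-N (95% interval -0.80 to -0.15) and -0.35 against WT. *Pax3* (chromosome 1, 78101267 to 78197136) was at 6.81, 8.79 and 10.1 FPKM, a log2 fold change of -0.36 against KO-N (95% interval -0.71 to -0.02, q = 0.0137 in the authors' deposited table) and of -0.56 against WT.

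*Neurog2*, *Marcks* and *Pax3* were chosen by the study on these samples. Of 55 genes required for mouse neural tube closure, 5 were called lower, 2 higher and 48 not called against KO-N embryos in the authors' deposited table. The higher genes were *Folr1* and *Lrp2*. The list holds genes that the study chose, so its lower genes are not independent evidence. Against WT embryos, 5 were lower and 1 was higher in the authors' deposited table. The Wnt receptor gene *Fzd3* was among the lower genes (-0.42), and the higher gene was *Grhl3*. The median of the 55 genes, -0.07, lay at percentile 0.35 of random lists.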

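*Alx1* (chromosome 10, 103007847 to 103028777 of mm10) was at 4.47 FPKM in KO-NTD embryos (the authors' confidence bounds 3.44 to 5.50) and 5.96 FPKM in KO-N embryos (4.68 to 7.23). Its log2 fold change was -0.41 with a 95% interval -0.84 to 0.03, which includes 0, while q was 0.0430 in the authors' deposited table. *Alx4*, a transcription factor gene of craniofacial mesenchyme, was at 5.63 and 8.58 FPKM (-0.60, 95% interval -0.92 to -0.28). *Prrx1*, another homeobox gene of craniofacial mesenchyme, differed by -0.52 (95% interval -0.84 to -0.20). *Alx1* is not in the authors' deposited table of KO-NTD against WT.

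**Figure D2:**
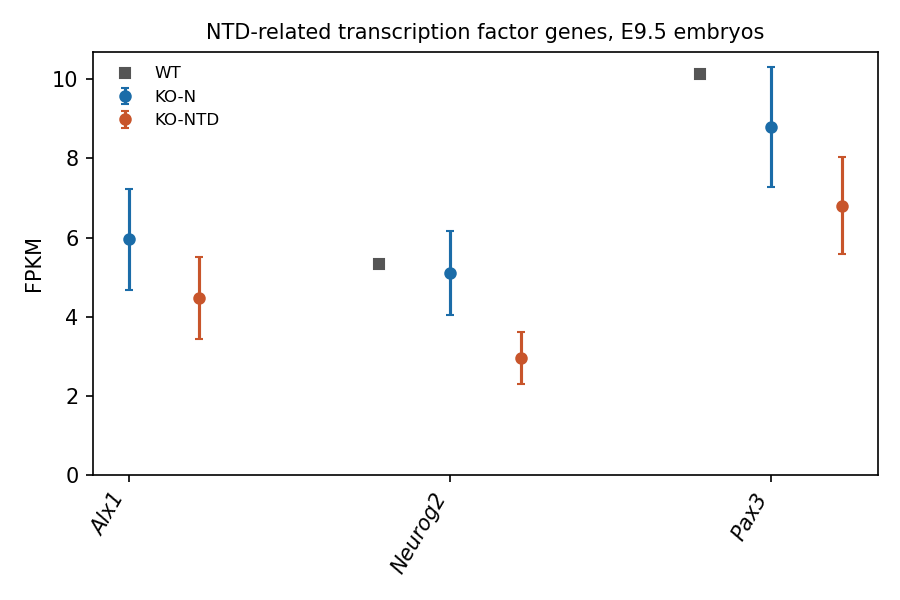
FPKM of *Alx1*, *Neurog2* and *Pax3* in WT, KO-N and KO-NTD embryos, 1 value per group. Error bars are the authors' confidence bounds, and WT values, which have none, are shown where the authors' deposited tables give one. *Alx1* is at 4.47 FPKM in KO-NTD and 5.96 FPKM in KO-N embryos.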

With the exception of *Marcks*, all these genes encode for transcription factors expressed in the neural tube or the adjacent mesenchyme. In the sequencing data, we observed different patterns of expression of these genes in WT and KO-N embryos. *Alx3* and *Alx1* appear to be overexpressed in KO-N embryos compared to WT embryos, whereas *Neurog2* and *Pax3* seemed to be downregulated (Fig. 2b).

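The authors' confidence bounds of the KO-N values were 4.04 to 6.16 FPKM for *Neurog2* and 7.28 to 10.3 FPKM for *Pax3*. The WT values of *Neurog2* and *Pax3* lay above their KO-N values and inside these bounds. *Alx1* has no WT value in the files used here. The column headed Control gives 5.85 FPKM for *Alx1*, with bounds of 4.59 to 7.12, below the KO-N value but inside its bounds. *Alx1*, *Neurog2* and *Pax3* are not in the authors' deposited table of KO-N against WT.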

**Fig. 2:**
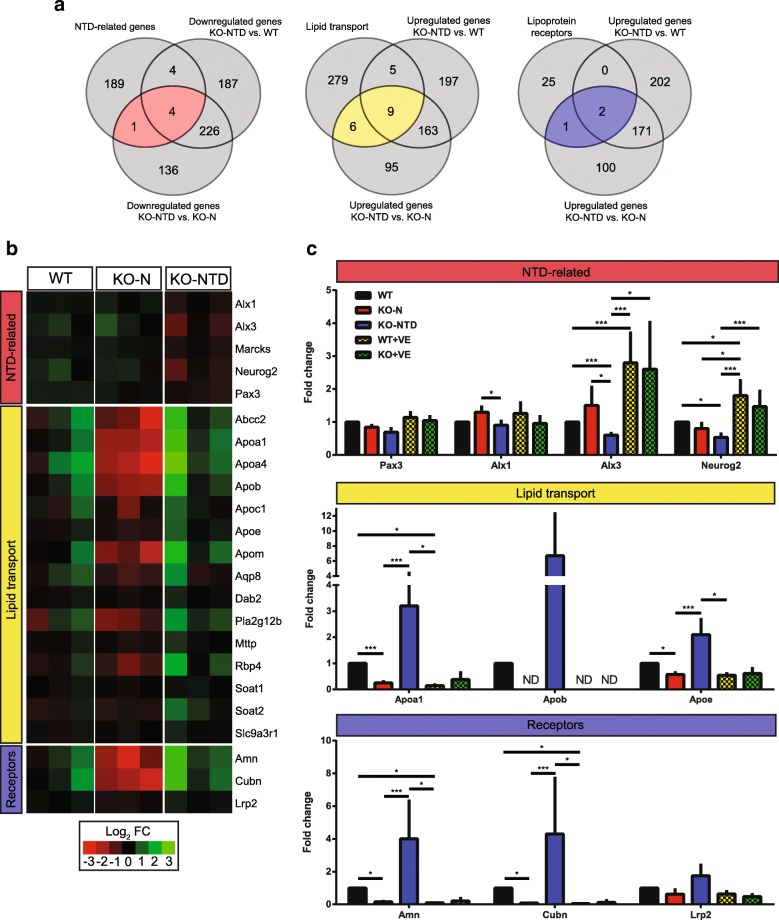
Identification of candidate genes infuencing the phenotype of KO-NTD embryos. **a**. Genes involved in specific biological processes with differential expression are shown in Venn diagrams. **b**. Heatmap showing relative expression levels of the genes highlighted in the center of the Venn diagrams, based on the RNA-Seq data. The scale shows logarithmic fold change from the grand mean. **c**. rtPCR analysis of mRNA levels of the genes shown in (**a**) in embryos from dams fed control chow or a vitamin E-supplemented diet. *N* = 3 per group. ND: not detected. *p < 0.05, ***p < 0.001; Pair-Wise Fixed Reallocation Randomisation Test

We validated the results from the sequencing data analyses for transcription factors using real-time PCR (rtPCR) to quantify mRNA levels for those genes in independent biological samples. With some exceptions, the overall pattern of expression obtained by rtPCR was similar to that observed by massive RNA sequencing. The differences in mRNA levels were not statistically significant in all cases. We validated the differentially reduced expression of *Alx1* and *Alx3*, while the levels of mRNA of *Pax3* were not statistically different between the groups (Fig. 2c). Finally, levels of *Neurog2* mRNA in KO-NTD embryos were statistically lower than those in WT embryos, but not from those in KO-N embryos (Fig. 2c).

We also tested by rtPCR the expression of the 4 NTD associated genes in embryos retrieved from dams fed a α-tocopherol-enriched diet that prevents NTD in SR-B1 KO embryos [12]. Embryos from vitamin E supplemented females showed higher mRNA levels for Alx3 and Neurog2 in WT (WT + VE) and morphologically normal SR-B1 KO (KO + VE) embryos, reaching levels over control values (Fig. 2c) and suggesting that changes in the expression of neural tube-related genes may contribute to the preventive effect of α-tocopherol on NTD.

Besides analyzing genes involved in NTD, we constructed a second list of genes including those involved in lipid transport or mobilization and genes encoding for lipoprotein receptors and compared them to the lists of upregulated genes in KO-NTD vs KO-N and WT embryos. As mentioned previously, we hypothesized that upregulation of genes in that functional categories may represent compensatory mechanisms aimed at increasing the flux of lipids towards the embryo in the absence of SR-B1. 

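*Apoa1* (chromosome 9, 46228630 to 46230469 of mm10), the gene of the main structural protein of HDL, was at 21.4 FPKM in KO-NTD and 1.91 FPKM in KO-N embryos. This is a log2 fold change of 3.42 (95% interval 2.89 to 3.95), with q = 0.00235 in the authors' deposited table. *Apoe* was at 54.7 and 28.1 FPKM (0.96, 95% interval 0.64 to 1.27). *Apoa4* differed by 3.58 (95% interval 2.94 to 4.22), *Apom* by 2.82 (95% interval 2.13 to 3.51) and the retinol-binding protein gene *Rbp4* by 2.10 (95% interval 1.64 to 2.56). All 5 were also higher in KO-NTD than in WT embryos in the authors' deposited table, with log2 fold changes of 1.22 for *Apoa1*, 0.67 for *Apoe*, 0.89 for *Apoa4*, 1.00 for *Apom* and 1.14 for *Rbp4*. In the same pools the transthyretin gene *Ttr*, a visceral endoderm gene outside the paper's lipid transport genes, was at 28.1 FPKM in KO-NTD and 3.85 FPKM in KO-N embryos (2.84, 95% interval 2.35 to 3.33). The paper's Discussion counts transthyretin among the proteins bound to HDL, so *Ttr* is not independent of the HDL group.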

Results showed that apolipoproteins involved in HDL metabolism (Fig. 2a, b), including structural apolipoproteins (ApoA-I and ApoE) and proteins conferring non-canonical functions to HDL, such as inhibition of inflammation, oxidative stress and retinol transport (ApoA-IV, ApoM, and RBP) were upregulated in KO-NTD embryos. 

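*Apob* (chromosome 12, 7977677 to 8016839 of mm10) was at 7.36 FPKM in KO-NTD and 0.904 FPKM in KO-N embryos, a log2 fold change of 2.89 (95% interval 2.51 to 3.28), and was 0.65 against WT. *Apoc1* was at 2.43 and 1.03 FPKM. Its log2 fold change was 1.17, with a wide 95% interval 0.05 to 2.28 and q = 0.0421 in the authors' deposited table. *Apoc1* is not in the authors' deposited table of KO-NTD against WT. The trypsin inhibitor gene *Spink1*, which the visceral endoderm expresses and which is not among the paper's lipid transport genes, differed by 2.81 between KO-NTD and KO-N embryos (95% interval 1.95 to 3.66).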

We also observed upregulation of the *Apob* gene, which encodes for the major apolipoprotein in larger (non-HDL) lipoproteins, and of the *Apoc1* gene, encoding one of the apolipoproteins normally contained within triglyceride-rich lipoproteins. 

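*Soat2*, the gene of a cholesterol-esterifying enzyme of intestine, liver and yolk sac, was at 2.04 FPKM in KO-NTD, 0.896 in KO-N and 1.03 in WT embryos. Its log2 fold change was 1.10 against KO-N (95% interval 0.50 to 1.71) and 0.92 against WT. *Mttp*, the gene of the protein that loads lipid onto apolipoprotein B, was at 4.86 and 3.22 FPKM in KO-NTD and KO-N embryos (0.58, 95% interval 0.18 to 0.98). *Soat1*, the widely expressed counterpart of *Soat2*, was at 37.8 and 30.6 FPKM. Its log2 fold change of 0.30 had a 95% interval -0.01 to 0.62, and q was 0.0220 in the authors' deposited table. *Mttp* and *Soat1* are not in the authors' deposited table of KO-NTD against WT. The fibrinogen gene *Fga*, another visceral endoderm gene outside the paper's lipid transport genes, was at 0.995 and 0.0936 FPKM (2.50, 95% interval 1.84 to 3.16).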

Levels of mRNA coding for proteins involved in lipid packaging into lipoproteins within the endoplasmic reticulum (MTTP, SOAT1, SOAT2) were also higher in KO-NTD embryos. With regard to differential expression of lipoprotein receptors, genes encoding for members of the multiligand complex formed by AMN, CUBN, and LRP-2 were upregulated (Fig. 2a, b). 

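*Amn* (chromosome 12, 111271111 to 111276426 of mm10) was at 2.65 FPKM in KO-NTD and 0.249 FPKM in KO-N embryos, a log2 fold change of 2.98 (95% interval 2.24 to 3.72). *Cubn* (chromosome 2, 13276338 to 13491876) was at 6.26 and 0.509 FPKM (3.39, 95% interval 2.97 to 3.80). *Lrp2* differed less, at 8.90 and 6.12 FPKM (0.53, 95% interval 0.22 to 0.85, q = 0.00235 in the authors' deposited table). Against WT embryos, *Amn* was higher in KO-NTD by 1.08 and *Cubn* by 0.79 on the log2 scale, while *Lrp2* is not in the authors' deposited table of that comparison. The 3 genes were chosen by the study on these samples. The fibrinogen gene *Fgg*, a visceral endoderm gene outside the paper's lipid transport genes, was at 1.36 and 0.291 FPKM (1.89, 95% interval 1.08 to 2.71).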

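*Cubn*, *Apoa1* and *Apob* were lowest in KO-N, intermediate in WT and highest in KO-NTD embryos, and both steps were called. The WT values were 3.60 FPKM for *Cubn*, 9.15 FPKM for *Apoa1* and 4.66 FPKM for *Apob*, and the log2 fold changes of KO-N against WT were -2.60, -2.20 and -2.24. Of the 15 lipid transport genes of Fig. 2b, 15 were called higher in KO-NTD than in KO-N embryos and 9 higher than in WT in the authors' deposited tables. In KO-N embryos 6 of the 15 were called lower than in WT in the authors' deposited table, by log2 fold changes from -2.70 for *Apoa4* to -0.96 for *Rbp4*. The others called were *Apom* (-1.82) and *Aqp8* (-1.02). Not called lower were *Apoe*, *Apoc1*, *Mttp*, *Soat1*, *Soat2*, *Dab2*, *Slc9a3r1*, *Abcc2* and *Pla2g12b*. All 3 receptor genes were called lower in the authors' deposited table, *Amn* by -1.90 and *Lrp2* by -0.36. These lists were chosen by the study on these samples and are not independent evidence of their direction.

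Of 32 visceral endoderm genes outside the paper's lipid transport genes, 16 were called lower in KO-N than in WT embryos in the authors' deposited table, with a median log2 fold change of -1.24 over the called genes alone, and the others were not called. Among them were *Ttr* (-1.75) and *Fga* (-1.33). Over all genes, 48 were lower in KO-N than in both other groups and 6 were higher in the authors' deposited tables.

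**Figure D3:**
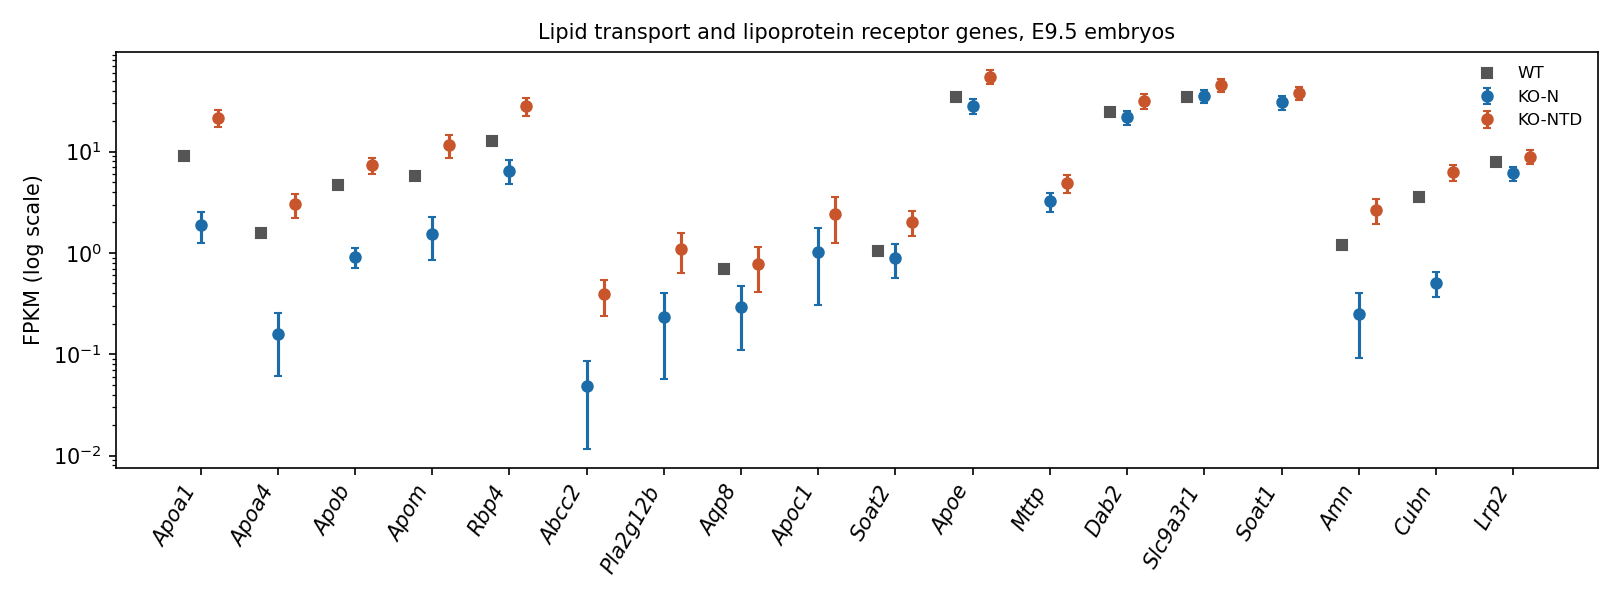
FPKM on a log scale of the lipid transport and lipoprotein receptor genes of Fig. 2b in WT, KO-N and KO-NTD embryos, 1 value per group. Error bars are the authors' confidence bounds, and WT values, which have none, are shown where the authors' deposited tables give one. *Cubn* is at 3.60 FPKM in WT embryos, between its KO-N and KO-NTD values.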

Interestingly, mRNA levels for the subset of genes involved in lipid transport were upregulated in KO-NTD embryos yet showed very low mRNA levels in KO-N embryos compared to the WT group (Fig. 2b).

We selected structural apolipoprotein genes (*Apoa1*, *Apob*, and *Apoe*) and members of the multiligand endocytic complex (*Amn*, *Cubn*, and *Lrp2*) for further analysis using rtPCR. We validated the strongly divergent mRNA levels of *Apoa1*, *Apob*, *Apoe*, *Amn*, and *Cubn* in KO-N versus KO-NTD embryos (Fig. 2c). *Lrp2* mRNA levels showed the same trend to that observed in the RNA-Seq data, but the differences did not reach statistical significance. Importantly, maternal treatment with α-tocopherol in WT and SR-B1 KO embryos was associated with mRNA levels similar to those observed in control KO-N embryos for all the genes analyzed (Fig. 2c).

In summary, these studies showed strongly divergent expression of specific genes in KO-N and KO-NTD embryos that may explain the partially penetrant neural phenotype in these otherwise genetically identical embryos. Interestingly, normalization of the mRNA levels of these genes was observed in embryos retrieved from dams supplemented with α-tocopherol, providing a plausible mechanism by which this treatment prevents NTD in SR-B1 KO embryos.

### Effect of defective HDL-associated apolipoprotein expression on the proportion of SR-B1 KO mice at weaning

Since we observed higher mRNA levels for genes encoding for HDL apolipoproteins in KO-NTD than in KO-N embryos, we next evaluated the effect of genetic reduction of HDL-associated apolipoproteins on NTD in SR-B1 KO embryos. We hypothesized that a lower incidence of NTD would occur in apolipoprotein-deficient SR-B1 embryos, and used genotype data from two mouse colonies available in our animal facility that are both SR-B1 and ApoA-I or ApoE deficient. Since NTD embryos die soon after birth, the proportion of SR-B1 KO mice is reduced by nearly 50% at weaning [11, 10]. Therefore, changes in the incidence of the NTD phenotype may be reflected in the proportion of SR-B1 KO mice recovered at weaning. We analyzed the proportion of SR-B1 KO mice weaned from two types of intercrosses: 1) SR-B1 KO males and SR-B1 heterozygous females, both *Apoa1* deficient [ApoA-I KO/SR-B1 KO x ApoA-I KO/SR-B1 heterozygous] and 2) male and female SR-B1 heterozygous mice expressing very low levels of ApoE [ApoeR61^h/h^/SR-B1 het x ApoeR61^h/h^/SR-B1 het) [14]. We decided to use SR-B1 KO males in the former intercross, because this double transgenic line breeds poorly and this strategy allowed us to increase the number of SR-B1 KO offspring for our analyses. As controls, we used crosses of SR-B1 KO males with SR-B1 heterozygous females or intercrosses of SR-B1 heterozygous mice. We assumed that any change in the proportion of weaned mice lacking SR-B1 in the double mutants should stem from changes in the incidence of NTD, but we did not evaluate the embryos directly.

We analyzed genotype proportions in the offspring of ApoA-I KO/SR-B1 KO x ApoA-I KO/SR-B1 heterozygous pairs and control SR-B1 KO x SR-B1 heterozygous pairs. As expected, the proportion of SR-B1 KO mice in a normal ApoA-I background weaned was around 25%, which is half of the expected from the Mendelian ratio of 1:1. In the litters obtained from ApoA-I deficient mice, we observed a reduction in the proportion of SR-B1 KO pups at weaning from 26 to 15% (Fig. 3a). Although this difference was not statistically significant (*p* = 0.07; Fisher’s exact test), the reduced yield of ApoA-I/ KO/SR-B1 KO mice in the ApoA-I deficient colony suggests that inactivation of the Apoa1 gene may increase the susceptibility to NTD in embryos. These results suggest that ApoA-I may be protective against NTD in SR-B1 KO embryos.

**Fig. 3:**
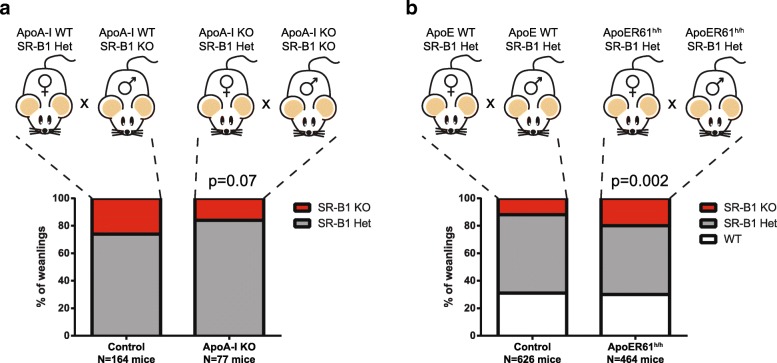
Effect of genetic manipulation of apolipoprotein genes on SR-B1 genotype proportion at weaning. We determined the effect of inactivating ApoA-I (**a**) or reducing ApoE levels (**b**) on the proportion of SR-B1 KO pups recovered at weaning. The breeding schemes are shown above and the percentages obtained for each possible SR-B1 genotype are shown below. The *p*-values were calculated using Fisher’s exact test (**a**) or χ^2^ test (**b**)

To extend this observation to embryos expressing normal SR-B1 levels, we evaluated whether ApoA-I KO (without SR-B1 deficiency) embryos show NTD. Among 8 litters, we observed the presence of exencephaly - the developmental consequence of cephalic NTD – in 2 out of 48 fetuses in E18.5, indicating that ApoA-I deficiency is also associated with a low incidence of NTD in embryos expressing normal levels of SR-B1.

We next compared the proportions of ApoeR61^h/h^/SR-B1 heterozygous intercrosses and control SR-B1 heterozygous intercrosses. As expected, the proportion of SR-B1 KO in the control pairs was half of that expected by the Mendelian proportion. In ApoeR61^h/h^/SR-B1 heterozygous intercrosses, the reduction of ApoE levels was associated with an increased proportion of SR-B1 KO pups at weaning from 13 to 20% (*p* = 0.002; χ^2^ test) (Fig. 3b). These results support our hypothesis and suggest that reduced ApoE expression may partially prevent NTD in SR-B1 KO embryos.

### Regulators of the transcriptional profiles in SR-B1 KO embryos

Our transcriptomic data showed divergent transcriptional profiles in KO-N and KO-NTD embryos, despite identical genotypes. 

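Of 21 genes of the primitive streak, tail bud and presomitic mesoderm, 11 were called higher and 0 lower in KO-NTD than in KO-N embryos in the authors' deposited table, and 6 higher and 1 lower (*Lfng*, -0.50) than in WT. The transcription factor gene *Cdx2* was at 14.9 FPKM in KO-NTD and 7.93 FPKM in KO-N embryos (0.90, 95% interval 0.55 to 1.25), *Foxh1* differed by 0.77 and *Mixl1* by 1.18. In KO-N embryos, 5 of the 21 genes were lower than in WT in the authors' deposited table, *Cdx2* among them (-0.48). Of 12 Hox genes of groups 10 to 13, 4 were called lower and 8 not called against KO-N embryos in the authors' deposited table, with *Hoxc10* at 5.30 against 10.3 FPKM (-0.95). Of 18 somite genes, 6 were lower and 12 not called in the same authors' deposited table, and *Pax1* differed by -0.78 and *Uncx* by -0.76. Of 20 epithelial and surface ectoderm genes, 10 were called higher and 10 not called in the authors' deposited table (6 higher with an absolute log2 fold change of at least 0.4), including *Cldn6* (0.54) and *Spint1* (0.47). Called higher as well were 8 of 16 genes of the allantois and extraembryonic mesoderm in the authors' deposited table, including *Tbx4* (0.91) and *Hand1* (0.52), and 7 of 16 epiblast genes, including *Tdh* (1.95). Their medians were 0.52 for the tail bud, -0.60 for the Hox, -0.25 for the somite, 0.32 for the epithelial, 0.34 for the extraembryonic mesoderm and 0.37 for the epiblast genes. Each lay at percentile 100 or 0 of random lists. Among the genes called between the KO groups, the median absolute log2 fold change was 0.57 and 135 differed by at least 2-fold in the authors' deposited table.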

To identify possible regulatory factors driving these differences, we constructed and analyzed gene regulatory networks based on the differentially expressed genes in KO-N vs. KO-NTD embryos. We obtained the background mouse regulatory network from the RegNetwork database [15], using data based on experimental evidence. Next, we constructed a regulatory network using genes with differential expression in KO-N vs. KO-NTD embryos plus their transcriptional regulators (Additional file 3: Script 1 and Additional file 4). We systematically filtered this general network (see Methods and Additional file 5) using those genes we previously analyzed by rtPCR (genes of interest) to obtain subnetworks related to the specific biological processes altered in KO-NTD embryos. Since the general network was constructed with data based on experimental evidence, it contained only a subset of the genes of interest and subnetworks were constructed using *Apoa1*, *Apob*, *Apoe*, and *Pax3* as the quadruplet of seed nodes. The basic topological properties of these subnetworks, our general network (KO-N vs. KO-NTD network), and the background network from RegNetwork are shown in Additional file 1: Table S4.

The transcription factors shared in all the subnetworks were defined as possible regulators driving differences in transcriptomic profiles of KO-N versus KO-NTD embryos. There were two transcription factors present in all four subnetworks (Fig. 4a): CCAAT/enhancer binding protein beta (*Cebpb*) and nuclear factor of kappa light polypeptide gene enhancer in B cells 1, p105 (*Nfkb1*). To formally test for the probability of observing as many shared transcription factors between any four subnetworks constructed using our strategy, we used the same protocol to build all the possible quadruplets of subnetworks within our general network (Additional file 3: Script 2 and Script 3). We used any combination of seed nodes or only one transcription factor and 3 non transcription factors, to model the specific combination of seed nodes among the genes of interest. This approach allows us to examine the true distribution of shared transcription factors among quadruplets within our network and to derive the exact probability of the occurrence of any result. Whether we started with any combination of seed nodes or with only one transcription factor, only 27% of the quadruplets shared as many transcription factors as the genes of interest (Additional file 1: Figure S1a-b), indicating that this is an uncommon finding in the whole network.

**Fig. 4:**
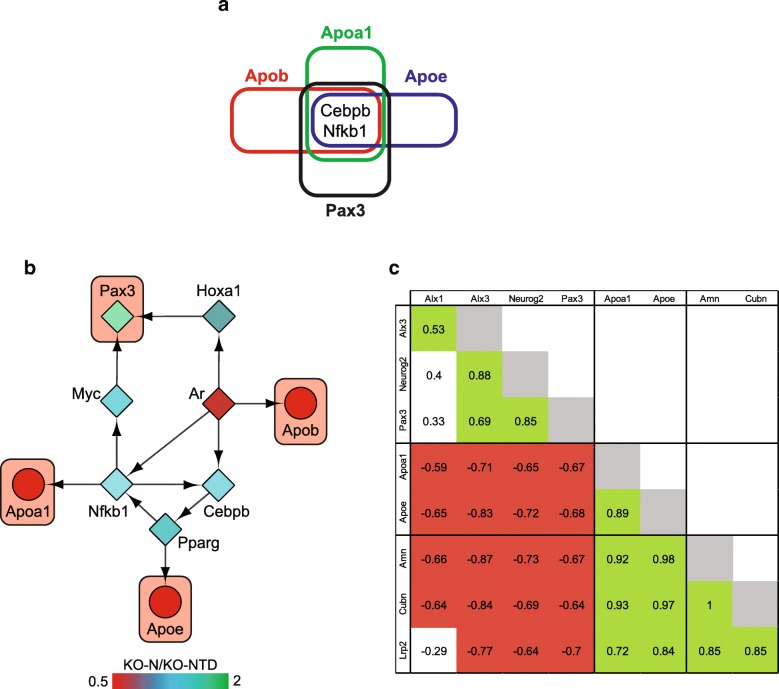
Shared transcriptional regulation of NTD-related and lipid metabolism genes. **a**. Shared transcription factors in the gene regulatory subnetworks of *Apoa1*, *Apob*, *Apoe*, and *Pax3*. **b**. Regulatory relationships connecting members of the regulatory circuit and the genes of interest through the shortest paths. **c**. Pearson correlation coefficients of mRNA levels of the genes of interest within each individual embryo assayed (*N* = 15). Colored cells indicate statistically significant correlations (*p* < 0.05). Green cells show positive correlation, while red cells have negative correlations

To analyze if the transcriptional differences observed between KO-N and KO-NTD embryos may potentially be explained by the shared transcription factors mentioned above, we traced the shortest regulatory paths from the genes of interest back to *Cebpb* or *Nfkb1* within the general network, without considering the directionality of the regulatory relationships. This analysis showed that the genes of interest were regulated, directly or indirectly, by at least one of the components of the regulatory circuit (Fig. 4b). Interestingly, three transcription factors were sufficient to explain the regulation of the genes of interest: the androgen receptor (*Ar*), *Cebpb*, and *Nfkb1*. Indirect regulations required only one intermediate node. We then analyzed if the distances of these transcription factors to the genes of interest were relatively short, compared to all the transcription factors within the general network. We traced the shortest paths starting from all the transcription factors to each of the genes of interest and calculated the sum of these distances (Additional file 3: Script 4). Only ten transcription factors had a directional path towards all the genes of interest in the general network. *Ar* and peroxisome proliferator-activated receptor alpha (*Ppara*) showed the lowest sum of the shortest paths with a total distance of 8, while *Nfkb1* summed a total distance of 9 (Additional file 1: Table S5). These data show that the regulatory circuit formed by *Ar*, *Cebpb*, and *Nfkb1* might be important in shaping the transcriptional profile observed in SR-B1 KO embryos. Importantly, *Ar* appears to be the master regulator of these interactions, while *Cebpb* and *Nfkb1* seem to act as integrators of the information. Also, *Ar* is the only regulator showing different mRNA levels in KO-NTD embryos compared to KO-N embryos in the RNA-Seq data, although this difference did not reach adjusted statistical significance (Additional file 1: Figure S2).

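*Nfkb1* was at 11.7 FPKM in KO-NTD and 12.2 FPKM in KO-N embryos (-0.07, 95% interval -0.38 to 0.25). *Cebpb* was at 2.92 and 2.83 FPKM (0.04, 95% interval -0.40 to 0.48). Both KO groups had more *Cebpb* than WT embryos at 1.80 FPKM, with log2 fold changes of 0.63 in KO-N (q = 0.0156) and 0.67 in KO-NTD (q = 0.00207) in the authors' deposited tables. *Ppara* was at 0.0740 and 0.0617 FPKM in KO-NTD and KO-N embryos. Of 15 androgen-responsive genes of adult tissues, 1 was called higher (*Tmprss2*) and 1 lower (*Fkbp5*, -0.30, not called with an absolute log2 fold change of at least 0.4) than in KO-N embryos in the authors' deposited table. Their median was 0.06, at percentile 95.2 of random lists (with genes of at least 1 FPKM, 0.08 at percentile 98.9).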

Since the genes of interest appear to share transcriptional regulators in our model system, we predicted that they should show correlations in their mRNA levels, independently of the genotype or phenotype. In order to test this idea in all the scenarios posed by our model, we used the rtPCR data for all the genes of interest in embryos obtained from control and vitamin E-supplemented dams. We did not include data of *Apob* in this analysis, because its encoding mRNA was not detected in three of the study groups and, therefore, the correlation could not be evaluated. We assessed the correlation between the mRNA levels of each gene of interest and all the other genes of interest within each embryo. Using this strategy, we detected correlations of varying strengths in the mRNA levels of all the genes of interest (Fig. 4c). Interestingly, genes from the same categories (i.e., NTD- and lipoprotein metabolism-related) showed positive correlations, whereas genes from different categories showed negative correlations. Additionally, we used the online tool at http://marionilab.cruk.cam.ac.uk/organogenesis/ [16] (accessed on 02-05-2018) to define the approximate expression domains of the genes of interest and the members of the regulatory circuit. Almost all the genes of interest and the members of the regulatory circuit are expressed in the neural tube or in the adjacent mesenchyme at the developmental stage prior to neural tube closure (Additional file 1: Figure S3). These results suggest that the genes of interest are co-regulated, supporting the hypothesis that the regulatory circuit identified herein may control their mRNA levels.

### Role of the androgen receptor in the transcriptional profile of SR-B1 KO embryos

Given the central role of AR in the regulatory circuit identified in this work, and considering that this receptor was previously localized to the neuroepithelium, along the neural tube, in E9.5 mice [17], we next studied its mRNA and protein levels in embryos from the different groups, using rtPCR and western blotting, respectively. At the mRNA level, we observed an increase in KO-NTD embryos compared to the embryos from all the other groups, but these differences did not reach statistical significance (Fig. 5a). Similarly, we did not observe statistically significant differences in the abundance of the AR protein in whole embryo lysates (Fig. 5b). Future studies designed to evaluate the expression domain and the transcriptional activity of Ar in SR-B1 KO embryos prior to neural tube closure will provide information regarding the contribution of an abnormal Ar activity to NTD.

**Fig. 5:**
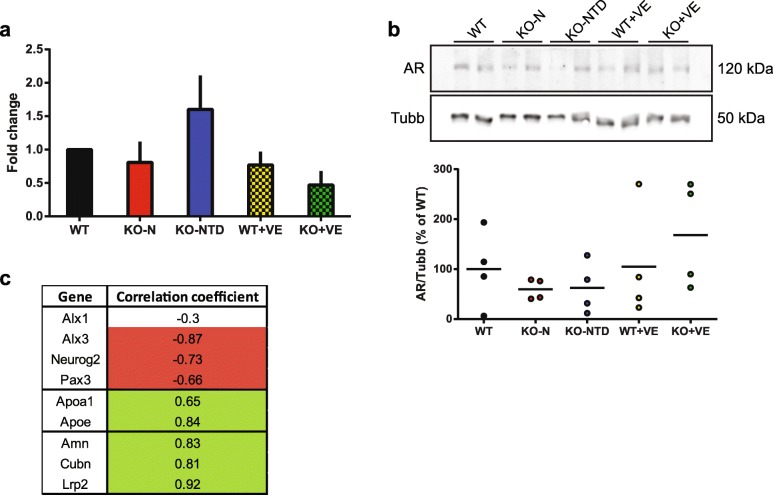
Characterization of androgen receptor expression. **a**. mRNA levels of the androgen receptor were analyzed by rtPCR in embryos with different genotypes from control or vitamin E-supplemented dams (*N* = 3 per group). **b**. Representative blot showing the abundance of the androgen receptor in whole embryo lysates. Quantification is shown below (*N* = 4 per group in 2 independent blots). **c**. Correlation between mRNA levels of the androgen receptor and the genes of interest within each embryo (*N* = 15). Colored cells indicate statistically significant correlations (*p* < 0.05). Green cells show positive correlation, while red cells have negative correlations

As a preliminary approach, we took advantage of the rtPCR data and assessed the correlation between the mRNA levels of Ar and all the genes of interest in each embryo of all the study groups. We used rtPCR instead of the Western blot data, because mRNA levels for all the genes were measured in the same set of embryos. By contrast, AR protein abundance was evaluated in an independent set of samples. We observed intermediate to strong correlations in the mRNA levels of *Ar* with each of the genes of interest, with the exception of *Alx1*, which showed no correlation (Fig. 5c). Interestingly, the direction of the correlations were opposite in the different gene categories, showing an inverse association for NTD-related genes and a positive relationship for lipoprotein metabolism genes. These findings support AR as an important transcriptional regulator of the genes of interest that may be contributing to the distinct transcriptional profiles observed in SR-B1 KO embryos.

### Presence of the NTD regulatory circuit in humans

Since we identified a new regulatory circuit potentially modulating neural tube closure in SR-B1 KO mouse embryos, we next studied if this circuit may regulate the expression of orthologs in humans. We obtained the nodes included in the murine regulatory circuit and the nodes of the genes of interest from the human background network in RegNetwork and assessed their regulatory relationships. The human background network based on experimental data included the nodes of *AR*, *NFKB1*, *APOA1*, *APOB*, and *APOE*, but not of any NTD-related gene. We observed a regulatory circuit involving *AR* and *NFKB1* that directly regulates one or more apolipoprotein genes (Additional file 1: Figure S4). In addition, *AR* directly regulates the expression of all the apolipoprotein genes contained in the network. This indicates that these genes indeed can define a regulatory circuit in humans and that it may serve a similar role as in mice.

## Discussion

Neural tube closure is a complex process involving the temporal and spatial regulation of hundreds of genes that support the highly regulated and dynamic events occurring concomitantly in the embryo [18, 19]. In turn, gene expression may adapt to changes in the maternal environment. The complexity of neural tube formation is illustrated by the large number of genes whose inactivation is associated with NTD [18] and poses a challenge to study this key event during embryo development.

Transcriptional profiling by microarray has been an important tool in elucidating the molecular pathways controlling this process for over a decade, and massively parallel sequencing has been used more recently in this regard [20, 21]. In this work, we used transcriptomic profiling by RNA-Seq to gain insights on underlying molecular determinants of NTD in mouse embryos lacking the HDL receptor SR-B1. We observed strikingly divergent transcriptional profiles in KO-N and KO-NTD embryos, involving differential expression of two sets of genes, one involved in neural tube closure and the other related to lipoprotein metabolism. Furthermore, we uncovered a new gene regulatory circuit that might be responsible for this divergent expression, and identified the androgen receptor as a possible master regulator of these transcriptional profiles potentially linked to impairment of neural tube closure.

Several lines of evidence have shown that neural tube closure depends on an adequate supply of different types of nutrients. Folic acid is broadly used to prevent NTD in humans, and several mouse models of this malformation are responsive to folate [22]. Vitamin E has been also used as an effective strategy for prevention of NTD in different rodent models [12, 23], in addition to several other nutrient-based preventative strategies [24, 25]. In our transcriptomic dataset, we observed a marked increase in the expression of several genes involved in nutrient uptake in KO-NTD embryos, in particular in genes important for HDL metabolism and function. This transcriptional response may represent an attempt to increase flux of HDL associated lipid molecules to the embryo, since SR-B1 KO embryos are severely vitamin E-deficient [12]. A similar transcriptional response has been previously observed in a mouse model of genetic folate deficiency-based NTD, the Reduced Folate Carrier 1 (RFC1) KO mouse [26], suggesting that this may be an adaptive mechanism to cope with an inadequate nutrient supply. This compensatory transcriptional adaptation to nutrient deprivation is characterized by upregulation in genes encoding members of the multiligand endocytic complex, including AMN, CUBN, and LRP-2. These proteins can form a plasma membrane bound complex that recognizes different ligands and mediates their endocytosis, and appear to be important for embryonic nutrition since preimplantation development until placentation [27]. Accordingly, inactivation of both *Cubn* and *Lrp2* causes embryonic lethality [28, 29]. In the embryo, this multiligand complex mediates the uptake of HDL and folate [27, 30], supporting the idea that their overexpression in RFC1 KO and SR-B1 KO-NTD embryos may represent a compensatory response to nutrient deficiency.

The transcriptional profile of KO-NTD and RFC1 KO embryos is also characterized by altered expression of several genes encoding for proteins that are HDL structural components or are associated to this lipoprotein class. The former category includes proteins with structural and receptor-binding functions, such as ApoA-I and ApoE, whereas the latter involves non-canonical HDL bound proteins, unrelated to lipid metabolism, such as transferrin and transthyretin. In this work, we provide evidence that overexpression of at least some of these genes is associated with the NTD phenotype in SR-B1 KO embryos.

Our studies on the proportions of SR-B1 KO offspring weaned from ApoA-I or ApoE- deficient mice provided further information on the potential relevance of HDL components for neural tube closure, but it should be noted that we did not evaluate NTD directly so we cannot rule out that double-mutant embryos have additional defects leading to lethality. Although high mRNA levels for ApoA-I were detected in KO-NTD embryos, the lack of ApoA-I in SR-B1 KO embryos did not protect them from NTD. ApoA-I KO/SR-B1 KO mice were weaned at a lower proportion than SR-B1 KO mice. Among other possibilities to explain this unexpected result, ApoA-I may be required for SR-B1 independent HDL-mediated transport of lipids or other non-canonical functions (e.g. cellular signaling regulation, antioxidant or anti-inflammatory properties), as both dams and the offspring in the matings analyzed lack ApoA-I. By contrast, the yield of ApoeR61^h/h^/SR-B1 KO mice at weaning was high compared to the yield of SR-B1 KO mice, suggesting that low ApoE levels may be protective against NTD in SR-B1 KO embryos. The mechanisms explaining the potentially negative influence of ApoE on neural tube closure are unclear. One possibility is that lipoprotein-associated ApoE modulates the lipid and/or protein content in those particles, negatively affecting their function(s). Alternatively, ApoE may exert a pro-apoptotic effect dependent on LRP-8 signaling, similar to that recently described in immune cells [31]. Since LRP-8 is detected in cells of the neural tube and the mesodermal lineage [16], ApoE may cause excessive apoptosis in the neural tube or the adjacent tissues of SR-B1 KO embryos, further impairing neural tube closure.

Our analyses of the gene regulatory networks associated with NTD in SR-B1 KO embryos led us to identify the androgen receptor as a possible new regulator of neural tube closure. Interestingly, the regulatory circuit governed by the androgen receptor appears to function similarly in mice and humans. The mRNA levels of this receptor were higher in SR-B1 KO-NTD embryos and these levels correlated strongly with the expression of the genes of interest. We propose that stochastic changes in *Ar* expression, as previously reported for several genes during embryo development [32, 33], may lead to differential susceptibility to NTD in embryos by modulating their transcriptional profile. In this scenario, high AR transcriptional activity may enhance a gene expression profile, favoring lipoprotein metabolism at the expense of reducing the expression of genes important for neural tube closure. This altered transcriptional profile would confer the embryo with increased susceptibility to NTD, which is only manifested phenotypically under presence of a “second hit”. In the case of SR-B1 KO embryos, this “second hit” may be vitamin E deficiency. Indeed, some vitamin E metabolites can reduce AR-dependent signaling [34, 35] suggesting that adequate vitamin E provision in the embryo may attenuate AR upregulation during neural tube closure. Although neural tube closure was not reported in transgenic mice overexpressing the AR, this phenotype was not directly evaluated and may have been missed during its generation or breeding [36]. Future studies will allow to explore the impact of concomitant AR upregulation and vitamin E deficiency in SR-B1 KO embryos on the incidence of NTD.

## Conclusions

In the present work, we identified possible molecular determinants of NTD in SR-B1 KO embryos and uncovered a gene regulatory circuit that may be involved in the differential regulation of the transcriptional response that modulates neural tube closure. From this circuit, the androgen receptor emerges as a possible new master regulator of a dichotomous transcriptional profile in early SR-B1 KO embryos during neural tube development. Future research will directly test the role of the androgen receptor in neural tube closure and the precise mechanisms involved as well as their potential extrapolation to humans.

## Methods

### Animals

SR-B1 KO mice, carrying the null mutation in the SR-B1 locus, were maintained on a mixed C57Bl6/J × 129 background (B6;129S2-Scarb1^tm1Kri^/J [1]). These mice as well as those carrying the hypomorphic Apoe allele (ApoeR61^h/h^) were provided by Dr. Monty Krieger from Massachusetts Institute of Technology in Cambridge, MA, USA [37]. ApoA-I KO/SR-B1 KO and apoA-I KO/SR-B1 het mice, carrying the null mutation in the Apoa1 gene (Apoa1^tm1Unc^), were obtained from crossing ApoA-I KO mice originally obtained from Jackson Laboratories (Bar Harbor, ME) with SR-B1 heterozygous mice. Animals were kept in plastic cages in the animal facility of the School of Medicine, Pontificia Universidad Católica de Chile at 25 °C and with a 12 h light:dark cycling, and consumed standard chow (Prolab RMH3000, Labdiet; 75 IU vitamin E/kg) and water ad libitum.

Pregnancies were generated by mating 2–4 month old SR-B1 heterozygous females with 2–6 month old SR-B1 heterozygous males. Female mice were checked daily for the presence of a copulatory plug during the first hour of the light cycle, the detection of which was marked as E0.5. Maternal dietary supplementation was done as previously reported [12]. All embryos were collected on day E9.5, when neural tube closure is complete in all wild-type embryos. Pregnant dams were anesthetized with a mixture of ketamine:xylazine (0.18 mg:0.012 mg per gram of body weight), blood was collected from the abdominal vena cava, the uteri were recovered, and mice were euthanized by cervical dislocation. Implantation sites were individually retrieved and embryos, parietal yolk sacs, and visceral yolk sacs were dissected. Neural tube closure was assessed in embryos and individual genotyping was performed using the visceral yolk sac as described [11].

Protocols were conducted in agreement with the National Research Council (NRC) publication Guide for Care and Use of Laboratory Animals (copyright 2011, National Academy of Science). All the studies were approved by the Ethics Committee for Animal Welfare from the School of Medicine of the Pontificia Universidad Católica de Chile (protocol #13–042).

### RNA extraction

Total RNA was obtained from three female embryos pooled together, or from individual embryos of unknown sex using the PureLink RNA Micro Kit (Invitrogen, CA), according to manufacturer’s instructions. Pooled embryos came from nine litters of dams fed control chow. DNA was eliminated by incubation with DNAse I (Sigma, MO) following instructions of the manufacturer. RNA integrity was evaluated in samples used for massively parallel sequencing, with the Bioanalyzer 2100 (Agilent, CA) and the Eukaryote Total RNA Nano assay (Agilent, CA). All the samples had a RNA Integrity Number of 10.

### mRNA sequencing

Strand-specific RNA-seq libraries were generated for each sample from 500 ng of total RNA using the Kapa Stranded mRNA-seq kit (Kapa Biosystems, South Africa) after poly-A enrichment according to the instructions of the manufacturer. The consistent fragment lengths of the sequencing libraries were ascertained using a Bioanalyzer 2100 micro-capillary gel electrophoresis instrument (Agilent, CA). The barcoded libraries were quantified by fluorometry on a Qubit instrument (Life Technologies, CA), and pooled in equimolar ratios. The pool was quantified by qPCR with a Kapa Library Quant kit (Kapa Biosystems, South Africa) and sequenced on one lane of an Illumina HiSeq 4000 sequencer (Illumina, CA) run with single-end 50 bp reads.

### Sequence analysis

Raw sequence quality was assessed using FastQC, and single end reads were groomed using FASTQ groomer 1.04. Reads were then mapped to the reference mouse genome version mm10 using TopHat2 0.7. The resulting alignment files were used to estimate the abundance of gene coding transcripts in FPKM, and to test the statistical significance of the differential expression with Cufflinks 2.2.1. All the analysis were done in the Galaxy platform [38] using a dedicated server.

### Hierarchical clustering and principal component analysis

Hierarchical clustering of individual samples was performed with Cluster 3.0 [39] using genes showing over 2-fold change. Data was log transformed and centered on the mean before clustering samples using Spearman Rank Correlation and Average linkage. Dendrogram and heatmaps were visualized using Java Treeview [40]. Principal component analysis was performed with the online tool ClustVis [41] with the same dataset.

### Functional annotation

Gene enrichment analysis was performed using the online tool PANTHER [42, 43], separating differentially expressed genes by down- or upregulation in the KO-NTD group.

Gene lists of specific functions were constructed as follows: genes involved in neural tube closure were obtained from the list maintained by Dr. Lee Niswander in https://figshare.com/articles/Genes_NTD_wiki_txt/7139354 (recovered on July, 2017). Genes involved in lipid transport were retrieved from Gene Ontology database, using the functional term “Lipid transport”. Lipoprotein receptors were identified as described [12]. A gene list constructed from Gene Ontology using the terms “Lipoprotein particle receptor activity” and “Regulation of plasma lipoprotein particle levels” was curated manually to include only those genes with experimental evidence of encoding lipoprotein binding receptors.

### Gene regulatory network analyses

A reference gene regulatory network was obtained from RegNetwork [15] retrieving only regulatory interactions with high quality experimental evidence. This regulatory network was filtered using the RNA-Seq data: interactions were only maintained if the gene coding for a transcription factor was detected in embryos, the genes showed differential expression, and the log_2_ of the fold change was 0.4 or more. This was done for each biological replicate using averaged expression from each technical replicate based on a custom script (Additional file 3: Script 1).

The general network was systematically filtered using criteria defined a priori. We used each gene of interest as a seed node and selected their neighbors, up to two levels. This subnetwork was isolated and filtered as follows: first, all the nodes with less than two connecting edges were eliminated; second, all the nodes not representing transcription factors were erased, with the exception of the seed node. After all the subnetworks corresponding to the genes of interest were created, we determined all the shared nodes. This process was repeated programmatically with all the possible quadruplets in the general network to reveal the distribution of shared transcription factors (Additional file 3: Script 2 and Script 3). These scripts select 4 nodes systematically, construct the corresponding subnetworks, and determine the number of shared transcription factors within them. Then, they produce the distribution of the number of shared transcription factors in the general network as output.

To identify the nearest putative regulators to the genes of interest in the general network, we determined the shortest paths from each transcription factor in this network to each of the genes of interest, considering the directionality of the interactions (Additional file 3: Script 4). This script determines the shortest path starting from each transcription factor within the general network to each of the genes of interest, following the direction of the regulatory interactions. Then, it outputs the distance in edges for each shortest path. If a transcription factor does not have a directional path towards a gene of interest, that distance is omitted.

### Real time PCR

Purified RNA (500 ng) was used for retrotranscription with the iScript RT Supermix (Biorad, CA). The resulting cDNA was amplified in duplicate by rtPCR with a StepOnePlus thermocycler (Applied Biosystems, CA) using the PowerUp SYBR Green master mix (Thermo, MA) and 100 nM of each primer. The primers, annealing temperatures and amplification efficiencies are listed in Additional file 1: Table S6. The amplification conditions were as follows: 5 min at 95 °C, 40 cycles of 15 s at 95 °C, 15 s of annealing and 30 s at 72 °C. After every reaction, a melting curve was performed to ensure the amplification of a single product. The efficiency of the amplification with each pair of primers was determined by serial dilution of a mixture of the cDNAs. Then, the relative expression was calculated for each sample using the equation by Pfaffl [44] and the TATA-box binding protein (*Tbp*) as reference gene.

### Western blotting

Individual embryos were solubilized in T-PER solution (Thermo, MA) containing cOmplete Protease Inhibitor Cocktail (Roche, Switzerland) on ice by gentle pipetting. After centrifugation at 12000 x g for 10 min at 4 °C, the supernatant was collected and the protein content was estimated using the Protein Assay Kit (Biorad, CA). Since total protein levels obtained from individual embryos were small, we loaded 16 μl of each sample in a 10% polyacrylamide gel for electrophoretic separation at 100 V for around 2 h. Then, proteins were transferred to a nitrocellulose membrane for 1 h at a constant current of 300 mA on ice. Membranes were blotted with antibodies raised against AR (rabbit polyclonal IgG 1:500; Santa Cruz Biotechnologies, TX) and Tubulin (TUBB; rabbit polyclonal IgG 160 ng/ml; Abcam, England), this latter as protein loading control. Antibody binding was detected with a second antibody raised in goat against rabbit IgG bound to peroxidase (1.8 μg/ml; Sigma, MO), revealed by chemiluminescence and documented using a G:Box Chemi XRQ system (Syngene, England). Band intensity was measured with the ImageJ 1.45 software. The intensity of each band was expressed as percentage of the average intensity of WT samples in each gel.

### Data presentation, reduction of bias, and statistics

Data generated by rtPCR is exponential in nature and are presented as the geometric mean + error (uncertainty in calculating the relative expression). Arithmetic data are shown as scatter plots with a horizontal line representing the mean. Expression levels based on sequencing data are shown as heat maps. Mean read counts in each group were log transformed and centered on the grand mean before plotting the heat maps. For enrichment analyses, enrichment fold and *p*-values are plotted side by side for each Gene Ontology term. For correlations, Pearson correlation coefficients are presented in co-variance matrices.

The assignment of pregnant dams to each treatment group was pseudo-randomized. Each day, the first female with a vaginal plug was assigned to the control group, the second one to one of the treatment groups, and so on. If only one female had a plug 1 day, the next day the order was reversed. To reduce bias in sample analysis, embryos were processed in random order and blinding was as follows. By design, phenotypic assessment of embryos was blinded to genotype, but not to maternal treatment. Genotyping was performed blinded to the phenotype. RNA-Seq, sequence analysis, and rtPCR were done blinded to both genotype and phenotype. Western blotting was done without blinding. To reduce bias in gene regulatory network analyses, we defined all the filters a priori and applied them systematically.

The statistical significance of the difference in expression levels determined by mRNA sequencing was evaluated with Cufflinks 2.2.1. The PANTHER implementation of Gene Set Enrichment Analysis tests for statistical significance by calculating a p-value based on a hypergeometric distribution with a Benjamini-Hochberg correction. To assess the significance of the differences between geometric means of relative expression obtained by rtPCR, we used the Relative Expression Software Tool, which implements a Pair-Wise Fixed Reallocation Randomisation Test [45]. To test the significance of the difference between arithmetic means we used ANOVA with Tukey’s post-test. When categorical variables were compared, we used the Fisher’s exact test for dichotomous outcomes, or χ^2^ test for more than 2 possible outcomes. To determine the significance of correlations, confidence intervals for Pearson correlation coefficients were calculated by assuming data followed a Gaussian distribution. Where applicable, tests were two-tailed and results were considered significant at *p* < 0.05.

## Additional files

Additional file 1: **Table S1**. Yield and quality of mRNA sequencing. **Table S2**. Top 10 biological processes enriched in the set of downregulated genes in KO-NTD embryos compared to WT and KO-N embryos. **Table S3**. Top 10 biological processes enriched in the set of upregulated genes in KO-NTD embryos compared to WT and KO-N embryos. **Table S4**. Topological features of the mouse background network and the networks constructed in this analysis. **Table S5**. Shortest paths from transcription factors to the genes of interest within the general network. **Table S6**. Sequence and reaction conditions of the primers used in real time PCR assays. **Figure S1**. Frequency of numbers of shared transcription factors (TF) in all the possible subnetworks from the KO-N vs. KO-NTD regulatory network. **Figure S2**. Expression levels of the Ar gene in the RNA-Seq data. **Figure S3**. Expression domains of selected genes. **Figure S4**. Regulatory circuit in humans.

Additional file 2: Differentially regulated genes in WT, KO-N and KO-NTD embryos.

Additional file 3: Perl scripts 1–4.

Additional file 4: Cytoscape session containing the General network. (CYS 134 kb)

Additional file 5: Cytoscape sessions for each of the subnetworks.

## Abbreviations

Alx1: ALX homeobox 1
Alx3: ALX homeobox 3
AMN: amnionless
ApoA-I: Apolipoprotein A-I
ApoA-IV: Apolipoprotein A-IV
Apob: Apolipoprotein B
Apoc1: Apolipoprotein C-I
ApoE: Apolipoprotein E
ApoM: Apolipoprotein M
Ar: Androgen receptor
Cebpb: CCAAT/enhancer binding protein beta
CUBN: Cubilina
HDL: High density lipoprotein
KO: Knock-out
LRP-2: Lipoprotein receptor-related protein 2
LRP-8: Llipoprotein receptor-related protein 8
Marcks: Myristoylated alanine-rich C kinase substrate
MTTP: Microsomal triglyceride transfer protein
Neurog2: Neurogenin 2
Nfkb1: Nuclear factor of kappa light polypeptide gene enhancer in B cells 1, p105
NTD: Neural tube defects
Pax3: Paired box 3
Ppara: Peroxisome proliferator activator receptor alpha
RBP: Retinol binding protein
RFC1: Reduced folate carrier 1
rtPCR: Real-time polymerase chain reaction
SOAT1: Sterol O-acyltransferase 1
SOAT2: Sterol O-acyltransferase 2
SR-B1: Scavenger receptor class B type 1
Tbp: TATA-box binding protein
WT: Wild-type

# Supplementary material for: Transcriptional profiling of embryos lacking the lipoprotein receptor SR-B1 reveals a regulatory circuit governing a neurodevelopmental or metabolic decision during neural tube closure
**Source:** BMC Genomics. 2018 Oct 5;19:731. doi: 10.1186/s12864-018-5110-2
**Supplement:** Supplementary file 1 — Table S1. Yield and quality of mRNA sequencing. Table S2. Top 10 biological processes enriched in the set of downregulated genes in KO-NTD embryos compared to WT and KO-N embryos. Table S3. Top 10 biological processes enriched in the set of upregulated genes in KO-NTD embryos compared to WT and KO-N embryos. Table S4. Topological features of the mouse background network and the networks constructed in this analysis. Table S5. Shortest paths from transcription factors to the genes of interest within the general network. Table S6. Sequence and reaction conditions of the primers used in real time PCR assays. Figure S1. Frequency of numbers of shared transcription factors (TF) in all the possible subnetworks from the KO-N vs. KO-NTD regulatory network. Figure S2. Expression levels of the Ar gene in the RNA-Seq data. Figure S3. Expression domains of selected genes. Figure S4. Regulatory circuit in humans.

**Table S1. Yield and quality of mRNA sequencing.**

| **Sample** | **Group** | **Read number** | **Yield (Gbases)** | **Mean quality score** |
| --- | --- | --- | --- | --- |
| 1 | WT | 44862107 | 2.243 | 39.69 |
| 2 | KO-N | 46418607 | 2.321 | 39.70 |
| 3 | KO-NTD | 41455587 | 2.073 | 39.69 |
| 4 | WT | 43471850 | 2.174 | 39.69 |
| 5 | KO-N | 40884082 | 2.044 | 39.70 |
| 6 | KO-NTD | 42123725 | 2.106 | 39.69 |
| 7 | WT | 45489387 | 2.274 | 39.67 |
| 8 | KO-N | 43663253 | 2.183 | 39.69 |
| 9 | KO-NTD | 40099540 | 2.005 | 39.69 |

**Table S2. Top 10 biological processes enriched in the set of downregulated genes in KO-NTD embryos compared to WT and KO-N embryos.**

| **Biological process** | **Observed genes** | **Expected genes** | **Enrichment** | **P-value** |
| --- | --- | --- | --- | --- |
| Cerebral cortex regionalization (GO:0021796) | 4 | 0.1 | 39.19 | 3.5E-02 |
| Metanephric nephron tubule development (GO:0072234) | 5 | 0.15 | 33.91 | 4.2E-03 |
| Glial cell fate commitment (GO:0021781) | 5 | 0.16 | 31.49 | 6.1E-03 |
| Dorsal spinal cord development (GO:0021516) | 5 | 0.23 | 22.04 | 3.4E-02 |
| Neuron fate specification (GO:0048665) | 8 | 0.41 | 19.6 | 1.0E-04 |
| Cerebral cortex radially oriented cell migration (GO:0021799) | 7 | 0.41 | 17.15 | 2.1E-03 |
| Cell proliferation in forebrain (GO:0021846) | 6 | 0.39 | 15.56 | 2.7E-02 |
| Cell differentiation in spinal cord (GO:0021515) | 9 | 0.6 | 14.97 | 1.2E-04 |
| Forelimb morphogenesis (GO:0035136) | 7 | 0.5 | 14.03 | 7.9E-03 |
| Ventral spinal cord development (GO:0021517) | 7 | 0.54 | 12.86 | 1.4E-02 |

**Table S3. Top 10 biological processes enriched in the set of upregulated genes in KO-NTD embryos compared to WT and KO-N embryos.**

| **Biological process** | **Observed genes** | **Expected genes** | **Enrichment** | **P-value** |
| --- | --- | --- | --- | --- |
| High-density lipoprotein particle assembly (GO:0034380) | 4 | 0.07 | 59.73 | 6.6E-03 |
| Phospholipid efflux (GO:0033700) | 4 | 0.09 | 43.44 | 2.3E-02 |
| Reverse cholesterol transport (GO:0043691) | 4 | 0.11 | 36.76 | 4.4E-02 |
| Branching involved in labyrinthine layer morphogenesis (GO:0060670) | 4 | 0.11 | 36.76 | 4.4E-02 |
| Cholesterol efflux (GO:0033344) | 7 | 0.2 | 34.84 | 1.7E-05 |
| Plasma lipoprotein particle remodeling (GO:0034369) | 5 | 0.16 | 31.44 | 6.0E-03 |
| Positive regulation of fatty acid biosynthetic process (GO:0045723) | 5 | 0.18 | 28.44 | 9.8E-03 |
| Negative regulation of endothelial cell apoptotic process (GO:2000352) | 6 | 0.23 | 25.6 | 1.5E-03 |
| Vitamin transport (GO:0051180) | 6 | 0.23 | 25.6 | 1.5E-03 |
| Labyrinthine layer blood vessel development (GO:0060716) | 5 | 0.22 | 22.97 | 2.8E-02 |

**Table S4. Topological features of the mouse background network and the networks constructed in this analysis.**

| **Property** | **RegNetwork** | **KO-N vs. KO-NTD** | **Apoa1** | **Apob** | **Apoe** | **Pax3** |
| --- | --- | --- | --- | --- | --- | --- |
| Nodes | 20738 | 641 | 34 | 18 | 9 | 24 |
| Clustering coefficient | 0.101 | 0.048 | 0.182 | 0.331 | 0.193 | 0.132 |
| Connected components | 1 | 5 | 1 | 1 | 1 | 1 |
| Network diameter | 8 | 9 | 6 | 3 | 3 | 5 |
| Shortest paths | 36743196 | 18038 | 508 | 53 | 30 | 177 |
| Characteristic path length | 3.229 | 3.488 | 2.469 | 1.377 | 1.733 | 2.215 |
| Average number of neighbors | 30.55 | 5.86 | 5 | 4 | 2.67 | 4.42 |

**Table S5. Shortest paths from transcription factors to the genes of interest within the general network.**

| **TF** | **Distance to** | | | | **Total distance** |
| --- | --- | --- | --- | --- | --- |
|  | **Apoa1** | **Apob** | **Apoe** | **Pax3** |  |
| *Ar* | 2 | 1 | 3 | 2 | 8 |
| *Ppara* | 1 | 1 | 3 | 3 | 8 |
| *Nfkb1* | 1 | 3 | 3 | 2 | 9 |
| *Rela* | 2 | 2 | 3 | 2 | 9 |
| *Creb1* | 2 | 2 | 3 | 3 | 10 |
| *Rarb* | 2 | 3 | 4 | 2 | 11 |
| *Stat3* | 3 | 3 | 3 | 2 | 11 |
| *Mapk10* | 2 | 3 | 4 | 3 | 12 |
| *Mapk8* | 2 | 3 | 4 | 3 | 12 |
| *Mapk9* | 2 | 3 | 4 | 3 | 12 |

**Table S6. Sequence and reaction conditions of the primers used in real time PCR assays.**

| **Gene** |  | **Primer** | **Annealing T°** | **Efficiency** |
| --- | --- | --- | --- | --- |
| *Tbp* | F | CAGATGTGCGTCAGGCGTTC | 57°C | 1.93 |
|  | R | AGAAACCTAGCCAAACCGCC |  |  |
| *Alx1* | F | AAAGAGAACGATACGGCCAA | 54°C | 2.2 |
|  | R | GTTCTGGATCTGTGGGTAGC |  |  |
| *Alx3* | F | CATCCTCAGCTGCAGAACTC | 54°C | 2.08 |
|  | R | GTATGGGGACATGCATGGAG |  |  |
| *Neurog 2* | F | TTAACTGGAGTGCCTTGGAGT | 54°C | 1.96 |
|  | R | GTTGTCGTTCTCGTGCGT |  |  |
| *Pax3* | F | GCAATGGCCTTTCACCTCAG | 57°C | 2 |
|  | R | AGGGGAGAGAGCATAGTCGG |  |  |
| *Apoa1* | F | AGAAGAGCTGGACACCCAGA | 54°C | 1.82 |
|  | R | CACCACAGCTTTCATCCTGA |  |  |
| *Apob* | F | CAAGCTGGCATAAGAACCAA | 53°C | 1.83 |
|  | R | CCATCCTGAGTTGGACAAAAC |  |  |
| *Apoe* | F | TGTTTCGGAAGGAGCTGACT | 54°C | 1.82 |
|  | R | AGCAATGTGACCAACAGCAC |  |  |
| *Amn* | F | GATTTTCGACGCGATTGTCT | 54°C | 1.99 |
|  | R | AAGAGTGGGTTAACGAAGCA |  |  |
| *Cubn* | F | CATTTGGTGTTCTGAAGGCA | 54°C | 2.02 |
|  | R | AGGTCTCCACTAAATGGTGC |  |  |
| *Lrp2* | F | TAGGGCTTTGGGTCTCTCTA | 54°C | 2.2 |
|  | R | AAACGGACCCACAAATGAAG |  |  |
| *Ar* | F | TTCCAATCCTGGTTGAGTGT | 54°C | 1.8 |
|  | R | ACCCAGTCAATCCTTTCTGT |  |  |

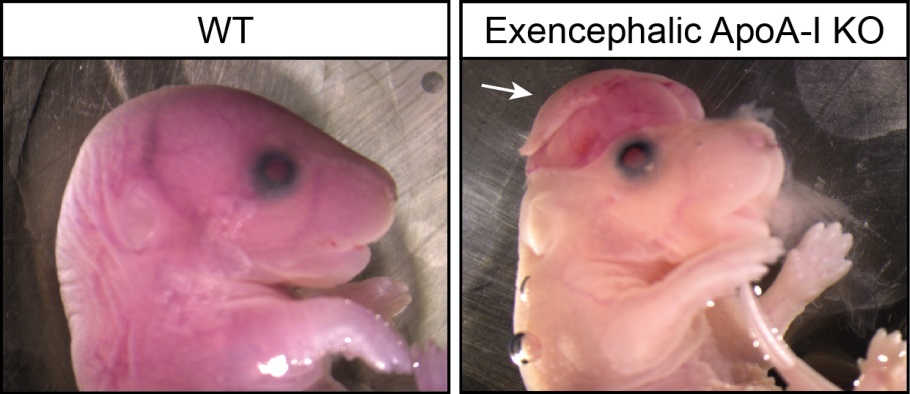

**Figure S1. Exencephaly in fetuses lacking ApoA-I.** Mouse fetuses were recovered at E18.5 from wild-type (WT) or ApoA-I KO intercrosses, and the presence of NTD was evaluated. An exposed brain (exencephaly, white arrow) was observed in 2 of the 51 analyzed ApoA-I KO fetuses, but is not observed in WT fetuses.

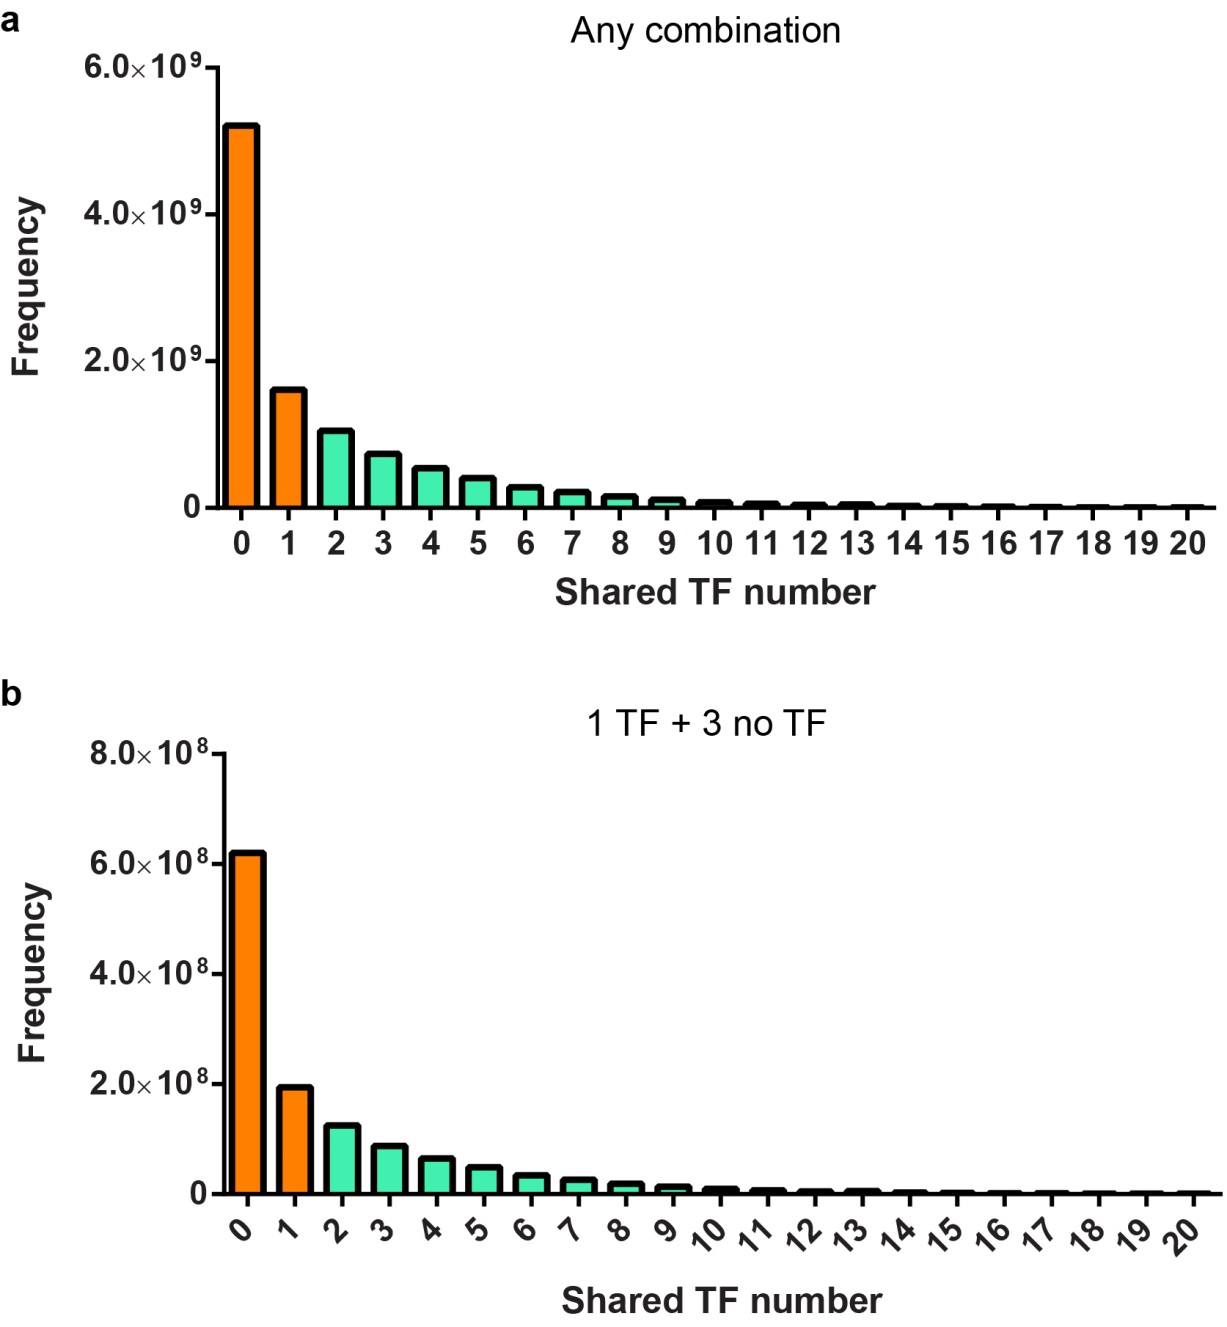

**Figure S2. Frequency of numbers of shared transcription factors (TF) in all the possible subnetworks from the KO-N vs. KO-NTD regulatory network.** We constructed all the possible quadruplets of subnetworks following the same protocol as described for the genes of interest, and determined the TF shared in all the subnetworks. We used any combination of seed nodes (**a**) or only 1 TF and 3 genes not classified as TF (**b**). In both cases, 73% of the quadruplets shared 0 or 1 TF (orange bars), while only 27% of the quadruplets showed 2 or more shared TF (teal bars), the number of shared TF in the subnetworks using the genes of interest as seed nodes.

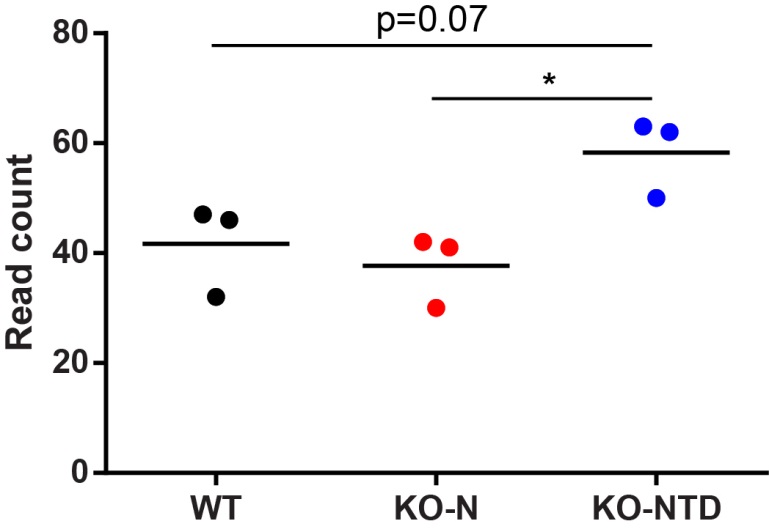

**Figure S3. Expression levels of the Ar gene in the RNA-Seq data.** Number of reads mapping to the Ar gene in each group of embryos is shown. Differences were not statistically significant at the transcriptome level. Statistical analysis taking only the Ar gene into account is shown in the figure. *p<0.05; ANOVA with Tukey post-hoc test.

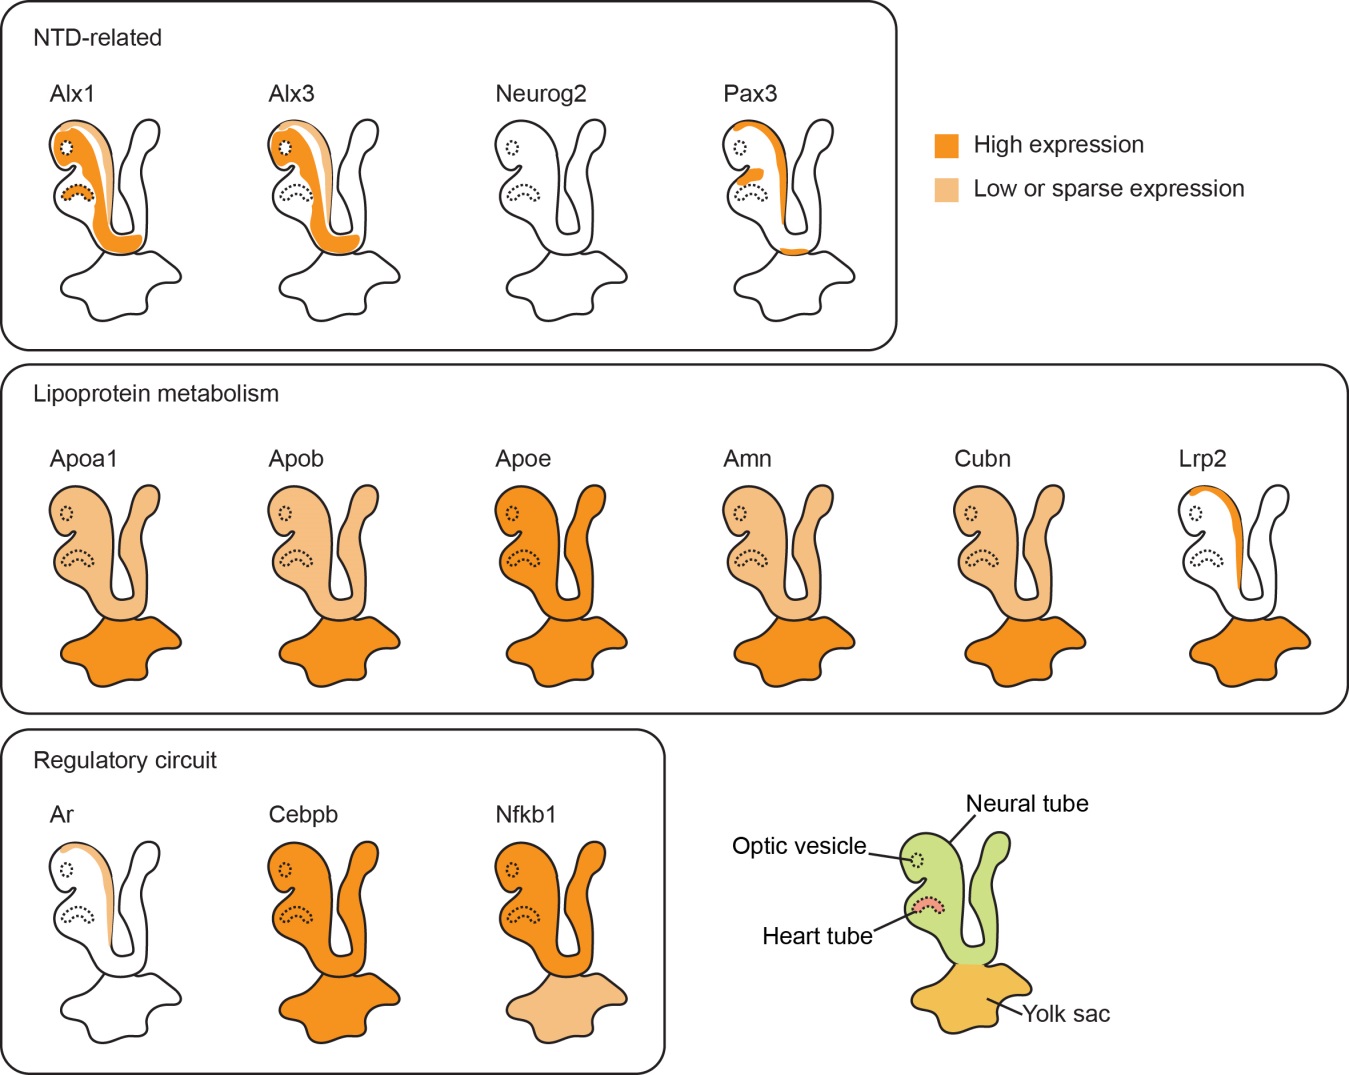

**Figure S4. Expression domains of selected genes.** The approximate expression domains of the genes of each category in E8.25 embryos was extracted from the database created by Ibarra-Soria et al., using their online tool at http://marionilab.cruk.cam.ac.uk/organogenesis/ (accessed on 02-05-2018).

**
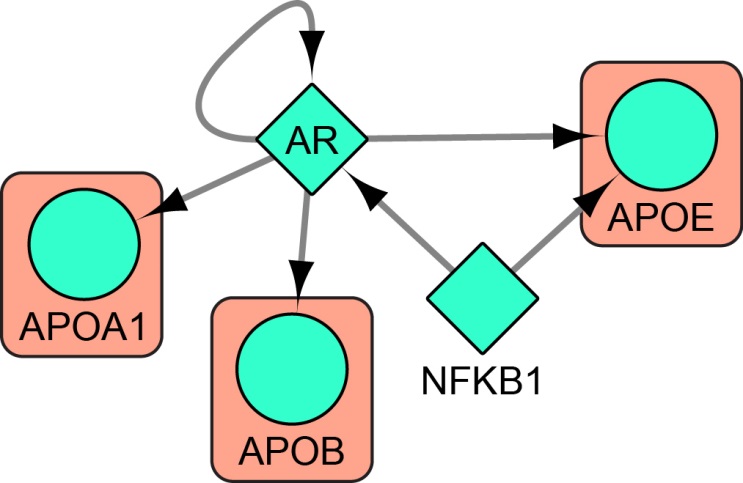
**

**Figure S5. Regulatory circuit in humans.** Nodes of the components of the regulatory circuit (teal diamonds) and the genes of interest (teal circles in red boxes) were extracted from human background network, based on experimental data in RegNetwork.

How the deposited data were processed for this re-analysis (not part of the article)

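Gene expression was measured by strand-specific sequencing of poly-A RNA from 9 samples of E9.5 mouse embryos, 3 WT, 3 KO-N and 3 KO-NTD. Each sample was a pool of 3 whole embryos described as female. The paper states that the authors groomed the single-end reads, mapped them to mm10 with TopHat2 0.7 and estimated FPKM and tested differences with Cufflinks 2.2.1 in the Galaxy platform, and the submitters' processing notes name the same tools. The gene annotation is not given in the sources used here. The deposited FPKM values are 1 per group, combined by the authors from the 3 libraries of the group. The deposited table of all genes gives the FPKM and the lower and upper confidence bounds of the KO-NTD group, of the KO-N group and of a column headed Control. The other deposited tables are the authors' 3 comparisons, KO-N with WT, KO-NTD with WT and KO-NTD with KO-N. Each holds the genes that the authors marked significant, with the FPKM of both groups, the log2 fold change, the test value (a score from the authors' test), the p-value and the q-value. Genes outside these tables have no p-value in the files used here.

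The planned analysis was limma on log2(FPKM + 0.1) over the 9 libraries. It could not be run, since each group has 1 value and no replicate spread. Values, folds and counts were therefore reported in its place, with the authors' q-values as the test. A gene was called where the authors' q was at most 0.05. Folds were computed from the deposited FPKM as log2 ratios with a pseudocount of 0.1. The standard error of each log2 fold of KO-NTD over KO-N was taken from the distance between the FPKM and the upper bound, read as 2 standard deviations, and the 95% interval is 1.96 standard errors to each side. Applied without the pseudocount to the KO-NTD and KO-N table, this rule rebuilt the authors' test value within 0.1%. This held for 778 of the 778 genes where it could be checked. The reported folds and intervals include the pseudocount, which shrinks both for genes of low value. For *Slc2a2*, the authors' log2 fold of 4.45 lies above the reported interval of 2.69 to 4.17. Cufflinks' q passed 99 genes of the KO-NTD and KO-N table and 174 of the KO-NTD and WT table whose test value is under 1.96. Some called genes therefore have an interval that includes 0. For 18 KO-NTD and 18 KO-N values the estimate lies outside its own bounds, and these genes have no interval. The WT folds come from the FPKM in the authors' comparison tables and have no interval here.

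The column headed Control was not taken to be WT. Of the 834 genes with a WT value, it differed from WT by more than 1.2-fold in 48. Of the 104 genes called between KO-N and WT with a mean of at least 1 FPKM, it lay between the WT and KO-N values in 94, a median of 23.5% of the way from WT to KO-N. The sources used here do not say which libraries it combines. KO-N embryos were compared with this column, named as such, for *Alx1*, the X-linked counterparts, *Xist* and lipid transport genes not called against WT. Because the column lay towards KO-N in most of these called genes, such comparisons can understate a difference from WT.

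Of 24357 genes in the table, 27 whose names a spreadsheet had turned into dates were left out and 24330 were used. The 13569 genes with a mean of at least 0.5 FPKM over the KO groups entered the list medians and the distances between columns. Coordinates are those of the deposited table, in mm10, written from 1. The lists were 40 sets of genes, of cell types and tissues of the embryo and yolk sac, of stress and metabolic pathways, of genes the paper names, and of sex-linked and reference genes. They were written before the data were examined but after the values in the paper's table of differentially expressed genes had been seen, so they were not blind to the authors' calls, and their counts and percentiles describe these groups and test nothing. A list's median log2 fold of KO-NTD over KO-N was set among the medians of 10000 random lists of the same size, drawn from 20 classes of mean expression, with percentiles of at most 2.5 or at least 97.5 read as standing apart. On simulated data, the median of 50 lists of 20 genes shifted by 0.25 on the log2 scale lay outside that range in 100%, and that of lists not shifted in 6%, for KO-NTD against KO-N. The simulated folds were independent and normal, with a spread set by the median absolute fold. Real folds have wider tails and genes of a list can vary together, so these rates do not carry over to the real lists. No test of enrichment was run on the authors' tables, since the genes outside them carry no test. Counts adjusted over a list alone were not computed for the same reason.

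The genes named are those the paper names in its results or Fig. 2b, for each comparison and direction the 10 called genes with the largest fold and at least 1 FPKM in 1 group (leaving out predicted genes and small RNA precursors), up to 4 members of each list with the smallest q, *Scarb1*, *Xist* and the Y-linked genes. Some genes that the rule takes are not reported here. A part of this rule that asked for no overlap between the 3 values of each group could not be applied. *Grhl3*, the X-linked counterparts of the Y-linked genes and single members of small counts were chosen after their values were seen. WT values differ slightly between the authors' tables; those of the comparison with KO-N were used where it has the gene, except where a mean over both tables is named and in the check of the column headed Control. Combined loci, such as the *Hba-a1* and *Hba-a2* globin genes, were not reported. The alternatives were a pseudocount of 1 or 0.01, no filter or a filter of at least 1 FPKM, scaling by the median ratio, quantile normalization and a log2 fold threshold of 0.4. The authors' depth is known only as the read numbers of the paper's Table S1, since the FPKM values carry no counts. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.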

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

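All tests of explanations in this part were chosen after the group values had been seen. The planned tests, correlations across the 9 libraries of visceral endoderm with lipid genes and of *Xist* with Y-linked genes, could not be run on 1 value per group.

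Lipid transport genes moved with other genes of the visceral endoderm, of which the paper's Discussion names transferrin and transthyretin: of 32 outside the paper's lipid transport genes, of which 13 are at 1 FPKM or more in KO-N embryos, 26 were called higher in KO-NTD than in WT embryos in the authors' deposited table. The median log2 fold of this list between KO-NTD and KO-N embryos was 1.66, so the change was not limited to the paper's lipid transport genes. The list was written after the authors' calls had been seen, so this value describes these groups and is not a test. More definitive gut and liver endoderm would have raised the genes of that tissue. Their median was 0.0722 (SD of the members 0.318), below the 1.17 of the paper's lipid transport and receptor genes. Of the 19 genes of this list, 6 are also in other lists, among them the neural progenitor gene *Sox2*, called lower in KO-NTD embryos. Such genes can lower the median, so it cannot decide whether there was more of that tissue. A larger amount of visceral endoderm, that is of yolk sac tissue, in the KO-NTD pools and a smaller one in the KO-N pools may account for the order of the groups, with a ratio of the visceral endoderm median to the lipid median of 1.42, although the paper states that the yolk sacs were dissected from the embryos and how much of them was left was not measured here. The paper's rtPCR of single embryos also found *Apoa1*, *Apob*, *Apoe*, *Amn* and *Cubn* divergent between KO-N and KO-NTD embryos. In WT and KO embryos of dams fed vitamin E, it found levels like those of KO-N embryos. Yolk sac tissue as the source would have to differ in the same way in those embryos, which was not examined here. A regulated rise of the whole visceral endoderm program in KO-NTD embryos, which differ in phenotype, was not tested and stays open.

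Y-linked transcripts were found in pools described as female, and were higher in WT than in both KO groups. The WT values, as means over the authors' comparisons with KO-N and with KO-NTD, were 5.80 FPKM for *Ddx3y*, 3.68 for *Uty*, 3.93 for *Kdm5d* and 10.5 for *Eif2s3y*. Reads of the X-linked counterparts assigned to the Y-linked genes would need those counterparts to be lower in KO embryos too, but their median log2 fold of KO-N over the column headed Control was 0.00712. This bears on the difference between the groups, not on the level that the KO groups keep. Male embryos in some pools, with more of them in the WT pools, is a candidate explanation that stays open. *Xist* was called higher in KO-NTD than in WT embryos, by 0.52 on the log2 scale (q = 0.00207 in the authors' deposited table). *Xist* was not called between KO-N and WT embryos, and was higher in KO-N than in the column headed Control by 0.31 on the log2 scale.

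Most neuronal genes were called lower in KO-NTD than in KO-N embryos in the authors' deposited table. An earlier developmental stage may contribute, since the median of tail bud genes exceeded that of the Hox genes of groups 10 to 13 by 1.13 on the log2 scale. Low KO-N values may add to this difference, since 5 of 21 tail bud genes were called lower in KO-N than in WT embryos. Of the neuronal and Hox genes, 0 were called in that comparison. In KO-NTD embryos, 6 tail bud genes were called higher and 1 lower than in WT. A smaller share of neural tissue may contribute as well. The median of the neural progenitor genes was also below 0, and its ratio to the neuronal median was 0.580. Neither test excludes the other explanation, and a direct effect of the open neural tube on neuronal genes was not tested.

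Among p53 target genes, which the paper does not discuss, 4 were called higher than WT in both KO groups in the authors' deposited tables.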

How the results depend on the processing

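Of the alternatives in this part, 3 were chosen after the data were seen: distances without genes at 0, every gene of the authors' tables, and calls with a test value of at least 1.96. With a log2 fold of at least 0.4 added to the authors' q, 114 genes were called in KO-N against WT, 612 in KO-NTD against WT and 503 in KO-NTD against KO-N in the authors' deposited tables. Counting every gene of the authors' deposited tables gave 780 genes in KO-NTD against KO-N, and asking for a test value of at least 1.96 left out 99. The totals per comparison, their higher and lower parts, the genes higher or lower in KO-NTD than in both other groups and the union stayed within 1.5 times the reported ones under these 3 rules. Of 111 counts of list members above 0, 28 moved further with the fold threshold (13 of them to 0), 3 when every gene was counted and 12 with the test value. With a pseudocount of 1 the distances were 0.481 between KO-NTD and KO-N, 0.427 between KO-NTD and Control and 0.350 between KO-N and Control, and without genes at 0 in a column 0.256, 0.223 and 0.174. The order of the 3 distances was the same in both, and a larger pseudocount or the loss of genes at 0 shrinks them by construction. With genes of at least 1 FPKM, the medians of the ventral neural tube genes (-0.22) and the androgen-responsive genes (0.0809) came to stand apart from random lists. The median of the definitive gut and liver genes no longer did with a pseudocount of 1 (0.0532) or without a filter (0.0225), nor that of the hypoxia genes with quantile normalization (0.0248); the cause was not tested. No list median that stood apart and none of the named genes that were called changed sign under these alternatives. Depth limits genes of low expression, whose intervals are wide. Of the named genes, 22 left their interval with a pseudocount of 1, 4 with 0.01 and 4 with quantile normalization. No paired analysis was possible because the deposited values are 1 per group. For the same reason leaving out a replicate, library weights, a robust fit, a fit on 6 libraries, a replicate block, covariates for sex and visceral endoderm, camera and fry, and the alternatives for principal components and clustering were not run. A q threshold of 0.10 and the authors' p-values over all genes were not run either, since the tables hold only genes marked significant.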

Differences from the paper's values

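No value differed from the paper's by more than 1.5-fold. In the authors' deposited table of KO-N against WT, 128 genes were called, where the paper's value is 129. For KO-NTD against WT the count was 789, beside the paper's about 800 in Fig. 1a, read by eye, and for KO-NTD against KO-N it was 631, beside the paper's about 640 in Fig. 1a, read by eye. The paper gives a general threshold of p < 0.05 and names no q threshold for these counts. Of the paper's lipid transport genes, which the paper describes as very low in KO-N embryos against WT, 6 of 15 were called lower and the others were not called in the authors' deposited table. Among those not called, *Apoe* was at 28.1 FPKM in KO-N and 34.5 FPKM in WT embryos, and *Dab2* at 21.8 and 24.5 FPKM. All of those not called had lower values in KO-N embryos than in the column headed Control, with log2 folds from -0.04 for *Slc9a3r1* to -0.81 for *Apoc1*, -1.15 for *Abcc2* and -1.18 for *Pla2g12b*. The paper lists *Apoc1*, *Mttp*, *Soat1* and *Lrp2* among the genes increased in KO-NTD embryos; the authors' deposited tables hold them as higher than in KO-N but not as changed against WT.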

Other observations

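Several targets of p53 were higher in KO-NTD embryos. Of 29 such genes, 13 were called higher and 1 lower in KO-NTD than in WT embryos in the authors' deposited table, and 5 higher (3 with an absolute log2 fold of at least 0.4) and 1 lower than in KO-N; in KO-N embryos, 4 were called higher and 0 lower than in WT. *Ccng1* was at 20.4 FPKM in WT, 38.5 in KO-N and 54.3 in KO-NTD embryos. In the same order, *Eda2r* was at 2.16, 3.98 and 6.57 FPKM, and the cell cycle inhibitor gene *Cdkn1a* at 5.52, 9.51 and 13.0 FPKM. The median log2 fold of the list between KO-NTD and KO-N was 0.11, at percentile 100 of random lists. Of 28 ATF4 target genes of the integrated stress response, 6 were called higher in KO-NTD and 3 in KO-N than in WT embryos in the authors' deposited tables, with *Trib3* and *Ddit4* in both, and 0 between the KO groups, where the median was -0.05. Of 22 cardiomyocyte genes, 11 were called higher in KO-NTD (7 with an absolute log2 fold of at least 0.4) and 3 in KO-N than in WT embryos, and 1, *Ttn*, was called lower in KO-N, in the authors' deposited tables. The higher genes included the natriuretic peptide genes *Nppa* (0.47 and 0.69) and *Nppb* (0.93 and 0.62). The cardiac median between the KO groups was 0.11.

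Most cholesterol synthesis genes had slightly lower values in KO-NTD embryos. Of 25 such genes, 3 had a higher value in KO-NTD than in KO-N embryos and the median log2 fold was -0.22, at percentile 0 of random lists, while 3 were called lower in the authors' deposited table (*Acat2*, -0.36, *Fdps*, -0.32, and *Hmgcs1*, -0.31) and 0 with an absolute log2 fold of at least 0.4. Fatty acid synthesis genes had a median of -0.18 (percentile 0), with *Scd1* at -0.42. The median of the 14 genes kept of 16 of vitamin E uptake and transfer was -0.02 (percentile 54.3). Other medians between the KO groups were 0.03 for hypoxia genes (percentile 99.6), 0.10 for trophoblast genes (98), 0.02 for ferroptosis genes (90.2), 0.00 for folate and one-carbon genes (81.2), -0.04 for antioxidant genes (20.2), -0.03 for limb bud genes (45.8) and -0.01 for parietal endoderm genes (63.7). Among the lists taken from the paper, the medians were 1.17 for its lipid transport genes, 2.98 for its receptors, -0.48 for its NTD genes and -0.06 for its transcription factors and kinases.

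In the authors' deposited tables, 30 genes were lower in KO-N and higher in KO-NTD than in WT embryos, and 1 gene had the opposite order. The Y-linked transcripts in KO-N embryos were small beside their X-linked counterparts, with *Ddx3y* at 1.21% of *Ddx3x*, *Uty* at 11.0% of *Kdm6a*, *Kdm5d* at 5.25% of *Kdm5c* and *Eif2s3y* at 2.56% of *Eif2s3x*. In the column headed Control the shares were 2.10%, 20.8%, 12.0% and 4.82%.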
